# Transcriptional Profiling of Non-injured Nociceptors After Spinal Cord Injury Reveals Diverse Molecular Changes

**DOI:** 10.3389/fnmol.2019.00284

**Published:** 2019-11-26

**Authors:** Jessica R. Yasko, Isaac L. Moss, Richard E. Mains

**Keywords:** DRG, pain, inflammation, von Frey, hypersensitivity, FACS

## Abstract

Traumatic spinal cord injury (SCI) has devastating implications for patients, including a high predisposition for developing chronic pain distal to the site of injury. Chronic pain develops weeks to months after injury, consequently, patients are treated after irreparable changes have occurred. Nociceptors are central to chronic pain; however, the diversity of this cellular population presents challenges to understanding mechanisms and attributing pain modalities to specific cell types. To begin to address how peripheral sensory neurons below the injury level may contribute to the below-level pain reported by SCI patients, we examined SCI-induced changes in gene expression in lumbar dorsal root ganglia (DRG) below the site of injury. SCI was performed at the T10 vertebral level, with injury produced by a vessel clip with a closing pressure of 15 *g* for 1 min. Alterations in gene expression produce long-term sensory changes, therefore, we were interested in studying SCI-induced transcripts before the onset of chronic pain, which may trigger changes in downstream signaling pathways and ultimately facilitate the transmission of pain. To examine changes in the nociceptor subpopulation in DRG distal to the site of injury, we retrograde labeled sensory neurons projecting to the hairy hindpaw skin with fluorescent dye and collected the corresponding lumbar (L2–L6) DRG 4 days post-injury. Following dissociation, labeled neurons were purified by fluorescence-activated cell sorting (FACS). RNA was extracted from sorted sensory neurons of naïve, sham, or SCI mice and sequenced. Transcript abundances validated that the desired population of nociceptors were isolated. Cross-comparisons to data sets from similar studies confirmed, we were able to isolate our cells of interest and identify a unique pattern of gene expression within a subpopulation of neurons projecting to the hairy hindpaw skin. Differential gene expression analysis showed high expression levels and significant transcript changes 4 days post-injury in SCI cell populations relevant to the onset of chronic pain. Regulatory interrelationships predicted by pathway analysis implicated changes within the synaptogenesis signaling pathway as well as networks related to inflammatory signaling mechanisms, suggesting a role for synaptic plasticity and a correlation with pro-inflammatory signaling in the transition from acute to chronic pain.

## Introduction

While spinal cord injury (SCI) is typically associated with loss of locomotor function, it can also result in chronic pain, affecting nearly 70% of patients with SCI (Finnerup et al., 2001). There are many categories of pain types affecting this population, however, studies indicate that neuropathic pain below, or distal, to the level of injury is among the most common and difficult to treat (Defrin et al., 2001; Finnerup et al., 2001; Siddall and Loeser, 2001; Yezierski, 2005; Nees et al., 2016). Of those patients reporting below-level neuropathic pain, half described their pain as severe or excruciating, causing significant disability in patients already disabled from loss of motor function (Defrin et al., 2001; Siddall et al., 2003). With few patients able to achieve complete relief with current treatment options, research has focused on mechanisms responsible for SCI pain at the site of injury, with the intention of treating the injury itself to prevent subsequent development of pain.

Considerable advances have been made in understanding changes within the spinal cord, including how spinally mediated alterations contribute to SCI-induced pain by increasing spinal cord excitability, and by establishing a variety of factors that impact how incoming sensory stimulation is processed (Bruce et al., 2002; You et al., 2008; Meisner et al., 2010). However, this approach has not translated into successful pain management. This may be attributed to an incomplete understanding of the differential functions of specific afferent subtypes in SCI, and how afferents distal to the site of injury become sensitized in patients with chronic below-level pain (Thakur et al., 2014). The sensory system receives inputs from multiple cell types, and peripheral cell bodies within the dorsal root ganglia (DRG) are important targets for assessing sensory function and pain (Usoskin et al., 2015). Persistent activity from injured and non-injured afferent fibers contributes to development and maintenance of many types of chronic pain (Devor, 2009; Gold and Gebhart, 2010; Walters, 2012).

Each sensory neuron has a unique pattern of gene expression that influences its modality-specific contribution to injury-induced pain (Le Pichon and Chesler, 2014). To better understand the underlying pathophysiology of below-level pain following SCI, it is necessary to identify changes in cells impacted by the injury. The skin is heavily innervated by a broad range of nociceptors, and previous work using a model of spared nerve injury (SNI) has shown that the function of cutaneous nociceptors can be impacted by injury (Berta et al., 2017). This has also been demonstrated in models of SCI by sustained spontaneous activity in peripheral terminals and in cell bodies of sensory neurons projecting to the skin after initial SCI (Carlton et al., 2009; Bedi et al., 2010; Wu et al., 2013; Yang et al., 2014; Ritter et al., 2015). Additional work has demonstrated that blockade of peripheral afferents into the central nervous system (CNS) can effectively mitigate patient discomfort and chronic pain (Campbell et al., 1988; Basbaum et al., 2009; Gold and Gebhart, 2010; Vaso et al., 2014; Haroutounian et al., 2018; Buch et al., 2019). These data support the idea that the mechanisms generating and maintaining prolonged pain reside within the peripheral nervous system.

In the present study, we identify specific transcriptional alterations in non-injured DRG distal to the site of injury. Using retrograde labeling from hairy hindpaw skin and flow cytometry, we isolated a nociceptor population projecting to sites distal to the spinal injury, free of surrounding neuronal and glial cells. This enabled identification of novel cutaneous nociceptor genes and predicted pathways not discernible by whole DRG tissue analyses.

## Materials and Methods

### Animals

Experiments were conducted with adult (8–12 weeks) female C57BL/6J mice (Jackson Laboratory, Bangor, ME, USA). Several chronic pain conditions have a higher prevalence in females, and numerous studies have reported higher pain prevalence in the SCI population among female patients (Cardenas et al., 2004). Women also report greater frequency, severity, and longer-lasting pain, as well as neuropathic pain below the level of injury, in comparison to men (Cardenas et al., 2004). The majority of research examines SCI in male rodents and this study will add to what is known in the literature by focusing on female mice (Cardenas et al., 2004). Naïve animals were group-housed; sham and spinal cord injured animals were individually caged. All animals were maintained on a 12:12-h light-dark cycle with a temperature-controlled environment, and given food and water *ad libitum*. All treatments and testing were approved by the University of Connecticut Health Center Institutional Animal Care and Use Committee.

### Spinal Cord Injury (SCI) Procedure

Animals were anesthetized by inhalation of isoflurane and a 1.0-cm dorsal midline skin sterile incision was made over T8–T11, as per Ma et al. (2001). Connective and muscle tissue were removed to expose the bone from T9–T10, and a laminectomy was performed at the T10 vertebral level. SCI was produced by compression of the vertical plane of the spinal cord using a vessel clip with a closing pressure of 15 *g* (WPI, Sarasota, FL, USA) for 1 min, exerting pressure from side to side on the spinal cord. Sudden impact is produced by the rapid release of the vessel clip (Tator and Poon, 2008). After removal of the clip a hemorrhagic ring at the site of compression is present. This injury is analogous to the majority of lesions in humans, as the model constitutes both contusion and compression (Marques et al., 2014). The injury resulted in paralysis of the hindpaws below the level of injury and was considered mild-moderate based on the ability of animals to exhibit slight ankle movement 24 h following injury (a score of 1 on the Basso Mouse Scale for locomotion), their ability to recover additional ankle movement by day 4, but the inability of mice to recover complete bladder control by day 4 (Basso et al., 2006). The wound is closed with coated vicryl absorbable sutures (Ethicon, Somerville, NJ, USA). Mice were allowed to recover in warm cages for 24 h. All animals were administered antibiotics once immediately following surgery (5 mg/kg gentamicin), as well as subcutaneous saline for 4 days following surgery, without analgesics. Sham control mice received the same treatment excluding the vessel clip. Manual bladder expression on SCI mice was performed twice daily until mice were sacrificed. Mortality was less than 10% and typically occurred during the laminectomy due to excessive blood loss, or when postinjury weight loss required the animal to be sacrificed. Spinal cords collected at 4 days post-injury were most notably characterized by minimal cavitation and scar tissue that progressively diminished with increasing distance distal to the site of injury (~L1–2 vertebral level), analogous to previous studies that have characterized this injury model (Joshi and Fehlings, 2002; Marques et al., 2014).

### Behavioral Tests

#### Tail-Flick Test for Thermal Sensitivity

Mice were acclimated in 50 ml tubes for 2 days prior to testing, 20 min per day. On testing days, mice were left in their home cage to acclimate to the test room for 30 min before testing (Bannon and Malmberg, 2007). Latency to respond to thermal stimuli was measured by dipping the distal 1.5 cm of the tail into a 50°C water bath (Ramabadran et al., 1989). The tail was removed from the water upon response, or after 15 s to prevent tissue damage. The stimulus was conducted three times, at 20 s intervals or less (Zhou et al., 2014). The first response was dropped, and the average latency to respond from two trials was used for analysis. Video recording and VLC software were used to determine tail-flick responses in milliseconds. Mice were tested for thermal sensitivity 1 day prior to surgery for baseline response thresholds, and at days 1, 3, 5, and 7 post-surgery. *N* = 6 per group for each time point.

#### Mechanical Sensitivity

To assess mechanical sensitivity, mice were confined in clear plastic containers placed on an elevated wire mesh platform. Prior to testing, mice were acclimated to the apparatus for 60 min. Mechanical reactivity was assessed on the plantar surface of the hindpaw using a series of calibrated von Frey filaments according to the up-down method as described (Dixon, 1980), and 50% response thresholds were compared across all conditions. Both hindpaws were tested for mechanical sensitivity and collapsed across each group of mice per condition. Mice were tested for mechanical hypersensitivity 1 day prior to surgery for baseline response thresholds and at days 1, 3, 5, and 7 post-surgery. *N* = 6 per group for each time point.

#### Open Field Test

The open field test was conducted using a 16" × 16" open-field container subdivided by infrared beams to track movement (San Diego Instruments, San Diego, CA, USA). Data were acquired using the manufacturer’s tracking software, which records ambulation movements based on beam breaks as well as central vs. peripheral beam break counts. All mice were placed in the same corner of the box before testing and allowed to freely explore for 10 min. Mice were tested 1 day prior to surgery for baseline locomotor behavior, and at days 1, 3, 5, and 7 post-surgery. Spinally injured mice were tested 1 day prior to surgery and 1 day post-surgery. Naive *N* = 4 for each time point; Sham *N* = 3–10 for each time point (within-group design, tissue was collected for ELISAs for corresponding time points); *N* = 4 SCI day 1.

### Cuprizone Treated Mice

Female C57BL/6 mice (6–10 weeks old) were fed powdered milled chow mixed to contain a final concentration of 0.2% bis (cyclohexanone) oxaldihydrazone (cuprizone; Sigma-Aldrich, St. Louis, MO, USA), with food and water available *ad libitum*. Each mouse received approximately 5 g of chow per day, fresh cuprizone containing chow was prepared every 7 days. Cuprizone feeding was maintained for 35 days, and tissue was collected for protein analyses on day 35. Digitized, non-overlapping electron micrographs of the corpus callosum were analyzed for unmyelinated axon frequency and g-ratios to assess effectiveness of cuprizone treatment (Wasko et al., 2019; *N* = 5).

### Cytokine ELISAs

Spinal cord segments at the level of laminectomy (T8–T11) were collected from naïve, sham, SCI, or cuprizone-treated mice immediately following perfusion with ice-cold 0.9% NaCl. Spinal cord segments were homogenized in ice-cold buffer containing 20 mM TES, pH 7.4, 10 mM mannitol, 0.3 mg/ml phenylmethylsulfonyl fluoride, 2 μg/ml leupeptin, 2 μg/ml pepstatin, 2 μg/ml benzamidine, 16 μg/ml benzamidine, and 50 μg/ml lima bean trypsin inhibitor at a concentration of 0.1 *g* tissue per 1 ml buffer (Mains et al., 2018). Homogenates were freeze-thawed three times, centrifuged (20 min, 17,400 *g*), and supernatants were collected. Approximately 60 μg of protein per sample was used for each ELISA. The ELISA assays were performed according to the manufacturer’s instructions (R&D systems mouse duo-sets IL-10, IL-6, IL-1β, TNF-α, completed with Ancillary Reagent Kit 2, Minneapolis, MN, USA). The sample absorbance was read with an ELISA plate reader at 450 nm; readings were also taken at 570 nm to subtract optical background. The concentration was determined based on a standard curve. All results were normalized to amount of protein added per sample and graphed as pg/mg. Naïve, 1 day Sham, 4 days Sham, and 1 day SCI *N* = 4 mice; 5 days and 7 days Sham conditions *N* = 3 mice.

### Backlabeling Procedure

To backlabel DRG L2-L6 projecting to the hairy hindpaw skin, mice were anesthetized with isoflurane. 0.3% wheat germ agglutinin conjugated to an AF-488 dye (WGA-488, Thermo Fisher Scientific, Waltham, MA, USA) in sterile PBS was injected into the sural, common peroneal, and saphenous nerve skin territories for retrograde labeling of DRG neurons (da Silva Serra et al., 2016; Berta et al., 2017). A total of 6 μl of WGA-488 was injected 2 days prior to surgery by three 2 μl injections in the lateral zones of each hindpaw (2 μl per nerve territory) using a 10 μl Hamilton Syringe and 30G needle. This was performed on both hindpaws of each mouse. This technique does not cause significant injury to the sensory afferents being studied.

### Primary DRG Neuron Dissociation

Mice were anesthetized 4 days post-surgery with an intraperitoneal injection of ketamine (100 mg/kg) plus xylazine (10 mg/kg) and perfused with ice-cold 0.9% NaCl. A laminectomy was performed and L2-L6 DRG from both sides of the spinal column were collected into cold HBSS (KCl 5.4 mM, NaCl 137 mM, Glucose 5.6 mM, Hepes 20 mM, pH 7.35 NaOH), after which the mice were sacrificed by decapitation. Sensory neuron dissociation was performed as described (Malin et al., 2007). Briefly, following collection, tissue was treated with 60U papain (Worthington), 1 mg of cysteine, and 6 μl of NaHCO_3_ in 1.5 ml HBSS at 37°C for 10 min. Tissue was then treated with 12 mg collagenase II (Worthington, Lakewood, NJ, USA) and 14 mg dispase (Roche, Basel, Switzerland) in 3 ml HBSS at 37°C for 20 min, washed, and triturated with fire-polished glass Pasteur pipettes in 1 ml of DMEM (Gibco Thermo Fisher Scientific, Waltham, MA, USA) supplemented with FBS (Hyclone, Logan, UT, USA) and pen/strep (Gibco). The cell suspension was pelleted (1 min, 80 *g*), DMEM was removed, and cells were re-suspended in a modified solution (Citri et al., 2011) containing 140 mM NaCl, 5 mM KCl, 10 mM Hepes, 10 mM glucose, 0.1% Bovine Serum Albumin, pH 7.4. After re-suspension, cells were strained through a 70 μm cell strainer and placed on ice in the modified solution until fluorescence-activated cell sorting (FACS).

### Imaging Flow Cytometry

Single cell suspensions of cells isolated from *in situ* WGA-488 labeled DRG were live-stained using Hoechst 33342 (10 μg/ml, Thermo Fisher Scientific, Waltham, MA, USA) and propidium iodide (PI; 1 μg/ml), and analyzed on an Amnis ImageStreamX Mark II imaging flow cytometer (Luminex Company, Austin, TX, USA). Fluorescent cell images were captured using a 60× objective lens with excitation from a 405 nm laser at 20 mW power and a 488 nm laser at 200 mW power. Images of in-focus nucleated WGA AF488-positive cells were identified and electronically gated using IDEAS software (Amnis, v6.2.183, Seattle, WA, USA).

### Flow Cytometry and Cell Sorting

Neurons labeled with WGA-488 dye *in situ* in the DRG were purified by FACS 4 days post-surgery. Following primary dissociation of DRGs L2-L6, single cell suspensions were analyzed and sorted using a BD FACS Aria II cell sorter (Becton Dickinson) set up with a 130 μm nozzle at 12 PSI in order to gently isolate cells between 10 and 30 μm. Single live neurons were defined by electronic gating in FACS DIVA software (BD, ver. 8.01) using forward and side-angle light scatter, omission of PI (1 μg/ml), and AF488 fluorescence. All fluorescence gates were confirmed using fluorescence minus one controls (e.g., a sample of cells from unlabeled DRG was used to gate for AF488 positive cells and a sample of cells not treated with PI was used to set the live cell gate). WGA-488 positive cells were sorted directly into lysis buffer (NucleoSpin RNA XS Kit, Machery-Nagel, Bethlehem, PA, USA) and immediately placed on dry ice until RNA extraction. Cell sorting took 5–10 min per sample and was performed at 4°C before placement of samples on dry ice.

### RNA Extraction and RNA Sequencing

RNA from FACS sorted cells was isolated using NucleoSpin RNA XS Kit, including a DNA digestion step but without carrier RNA step. Before library preparation, RNA quality and integrity was tested for each sample using the Agilent High Sensitivity RNA Screen Tape on the Agilent Tapestation 2200 (Agilent Technologies, Santa Clara, CA, USA). RNA with RIN values ≥6.7 (minimum 6.7, maximum 9.9, average 7.3) was further processed for RNA sequencing. It is important to note that these RIN values are based on relatively low RNA sample concentrations (RNA extracted from approximately 3,000 single cells per sample) and that the Agilent Tapestation software may have issues accurately calling RIN scores from sample concentrations below 50 ng/μl (Schroeder et al., 2006; Mueller et al., 2016). Because of this, RIN scores as low as 6.7 were considered suitable for RNA sequencing based on additional comparisons from the gel electrophoresis run on the Agilent Tapestation software that showed little to no RNA degradation, and previous work that has shown RNA samples with RIN scores below 7 are sufficient to identify differentially expressed genes (Gallego Romero et al., 2014). Library preparation was performed using the Illumina sequencing kit for high output 75-cycles for 25–30 M total single-end reads per sample. DESeq2 analyses^1^ of differential expression were performed, and outliers beyond 30%–50% of the mean for each group of animals were eliminated (Love et al., 2014; Conesa et al., 2016; Labaj and Kreil, 2016; Wu and Wu, 2016).

### Pathway Analysis

Data were analyzed by Ingenuity Pathway Analysis (IPA; Qiagen, Germantown, MD, USA). An overlap of significance for DEseq2 comparisons plus an RPKM cut-off >10 were required for transcripts to be included for IPA analysis. We analyzed 125 transcripts for comparisons between SCI and naïve groups, and 560 transcripts for comparisons between SCI and sham groups.

### qPCR Validation

#### Pre-amplification of cDNA for Gene Expression

cDNA was generated from RNA samples from FACS sorted cells with the iScript Reverse Transcription Supermix (#1708840 Bio-Rad, Hercules, CA, USA), *N* = 6 per condition. Target-specific preamplification was performed on cDNA generated from RNA samples using SsoAdvanced PreAmp Supermix (#1725160 Bio-Rad) containing Sso7d fusion polymerase. Briefly, 20 μl of cDNA was pre-amplified in a total volume of 50 μl containing 25 μl of 2× SsoAdvanced PreAmp Supermix and 21 primer pairs, 50 nM of each primer. Preamplification was performed at 95°C for 3 min followed by 12 cycles of amplification at 95°C for 15 s and 58°C for 4 min. The samples were moved directly to ice and stored at −80°C. Pre-amplified cDNA was diluted 1:5 with H_2_O. Controls performed for pre-amplification include qPCR and gel electrophoresis analysis of RNA extracted from both whole DRG tissue and FACS isolated DRG neurons from naïve mice. Following qPCR and gel analysis, all pre-amplified samples had no double bands and ran at expected weights based on product size.

#### qPCR

Following cDNA synthesis and preamplification, qPCR was performed using the primers listed in Supplementary Figure S6. All primers had calculated melt temperatures of 59.5–63.5°C, and all products were 111–143 bp in length, as verified by agarose gel electrophoresis. Individual primers were analyzed by qPCR and gel electrophoresis from both whole DRG tissue and FACS isolated DRG neurons from naïve mice before pre-amplification was performed, to ensure proper primer efficiency. Following qPCR and gel analysis, all pre-amplified samples had no double bands, ran at expected weights based on product size, and had a maximum rate of amplification of 1.80/cycle or higher for all of the transcripts examined. qPCR was performed at 95°C, 2 min; 95°C, 10 s; 55°C, 15 s; and 72°C, 40 s, repeating the second through fourth steps for a total of 40 cycles in a Bio-Rad CFX Connect Optics Module machine. iQ SYBR Green Supermix (#1708882 Bio-Rad) was used for linear detection of qPCR results. Hypoxanthine phosphoribosyltransferase (Hprt) was used as the most constant normalizer transcript, based on the RPKM data (Klenke et al., 2016; Lima et al., 2016).

### Statistical Analyses

Differences between groups were compared using student’s *t*-test or ANOVA, followed by Tukey’s post-test, Bonferroni’s multiple comparisons test, or by unpaired student’s *t*-test. *P-values* < 0.05 were considered statistically significant. Statistics on PCR data were conducted using delta CT values. Heat maps were generated by Microsoft software (Excel), hierarchical clustering was generated by Gene Cluster 3.0 and visualized using Java TreeView (de Hoon et al., 2004; Baek et al., 2017). All other data were plotted using Prism 6 (GraphPad Software, San Diego, CA, USA). R studio was utilized for differential expression analysis; Prism software was used for all other statistical tests.

## Results

### Characterization of Behavioral and Inflammatory Phenotypes of Sham Mice

To determine an optimal time point to observe transcriptional changes contributing to the transition from acute to chronic pain, we tested behavioral differences between naïve and sham-operated mice. The objective of this was to ensure that changes within the DRG were due to injury to the spinal cord itself, not to the laminectomy performed in both injured and sham mice. It is likely that early effects of sham surgery involve changes in gene expression that overlap with a subset of genes that also change following SCI. It is important to define how long the functional effects of sham surgery persist to better discern the effects of SCI. Specifically, we tested naïve and sham mice for open field locomotor differences 1, 3, 5, and 7 days post-surgery (Figure 1A1). Naïve and sham mice did not differ significantly at any of the time points tested, including as early as 1 day post-surgery. To ensure that SCI mice (T10 compression-clip injury) did exhibit behavioral differences and locomotor deficits following injury, we compared SCI mice to naïve and sham mice for open field behavior 1 day post-injury (Figure 1A2). SCI mice exhibited substantially decreased total ambulation (one-way ANOVA, *p* = 0.0059, Tukey’s multiple comparisons test, naïve **p < 0.005, sham *p < 0.05) following injury, as expected, although time spent in the periphery did not differ (Supplementary Figure S1A). Additional tests for mechanical (von Frey) and thermal (hot water tail-flick) hypersensitivity showed that naïve and sham conditions did not differ significantly at any time point (Figures 1B1,B2). Previous literature has demonstrated analogous results when testing hindpaw thermal sensitivity by radiant heat stimulus on sham animals at multiple time points (Christensen and Hulsebosch, 1997; Bedi et al., 2010; Gaudet et al., 2017). We did not examine SCI mice for thermal or mechanical sensitivity, as paralysis below the level of injury prohibited below-level sensitivity testing at the time points studied. Previous work using the clip-compression model has shown varying results regarding the occurrence of above-level sensitivity following SCI (Bruce et al., 2002; Densmore et al., 2010). While above-level pain may occur following injury, below-level pain is one of the most prevalent, and most difficult, pain types to treat, and is the focus of these studies (Yezierski, 2005). The development of chronic pain at later time points following clip-compression models of SCI (in addition to several other models) has already been well characterized. Therefore, we focused on early time points after injury, to identify contributions to the onset of pain, rather than changes after chronic pain has already developed (Bruce et al., 2002; Nakae et al., 2011; Gaudet et al., 2017).

**Figure 1:**
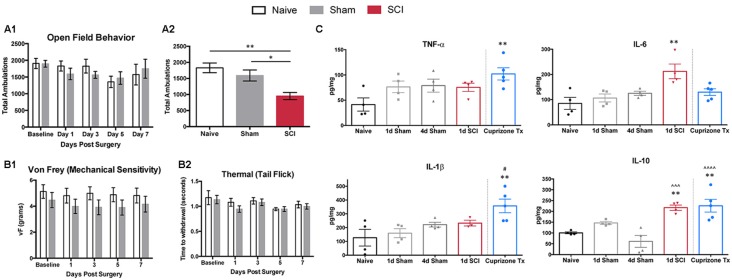
Behavioral responses and cytokines. **(A1)** Open field behavior (10 min trials) in naïve or sham mice 0, 1, 3, 5 and 7 days post-surgery does not differ significantly at any time point in total ambulation, *N* = 3–10 sham, 4 naïve. **(A2)** Total ambulation differs significantly 1 day post-spinal cord injury (SCI) in both SCI vs. naïve (one-way ANOVA, *p* = 0.0059, Tukey’s multiple comparisons test, **p < 0.005) and SCI vs. sham (*p < 0.05) mice. **(B1)** Mechanical and **(B2)** thermal sensitivity do not differ significantly 0, 1, 3, 5, and 7 days post-surgery in naïve and sham mice, *N* = 6 each. **(C)** Cytokine ELISAs on spinal cord segments at the level of laminectomy (T8–T11) show no significant differences between naïve and sham mice 1 or 4 days post-surgery. One-day post-operation, SCI mice have significantly increased levels of IL-6 and IL-10 compared to naïve controls (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, **p < 0.005, respectively) and significantly increased levels of IL-10 in comparison to 4 days sham condition (one-way ANOVA, Bonferroni’s multiple comparisons test; ^∧∧∧^*p* < 0.001). Cuprizone-treated mice as positive control, with significantly increased TNF-α, IL-1β, and IL-10 compared to naïve controls (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, **p < 0.005, ^∧∧∧^*p* < 0.001, respectively) after 5 weeks of cuprizone treatment and significant increases in IL-1β at the 1 day sham time point, and IL-10 at the 4 days sham time point (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, ^∧∧∧∧^*p* < 0.0001, respectively). *Represents comparisons to naïve conditions, ^#^represents comparisons to 1 day sham conditions, ^∧^represents comparisons to 4 days sham conditions.

Previous work has highlighted the importance of inflammatory cytokines within the CNS to facilitate the transduction of noxious stimuli in neuropathic pain (Cook et al., 2018). Thus, we examined post-surgical changes in inflammation, using ELISAs to analyze common cytokine markers to ensure that sham mice did not differ significantly from naïve mice following the removal of bone and muscle. We did not observe significant differences in inflammatory cytokine levels (TNF-α, IL-6, IL-1β, IL-10) in extracts of spinal cord segments (T8-T11) among naïve or sham mice at 1, 4, 5, and 7 days post-surgery (Figure 1C, Supplementary Figure S1B), similar to previous studies (Stammers et al., 2012). Spinal cords from SCI mice had significantly increased levels of IL-6 and IL-10 in comparison to naïve controls (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, **p < 0.005, respectively). When compared to sham conditions, spinal cords from SCI mice had significantly increased levels of IL-10 in comparison to 4 days, 5 days, and 7 days sham conditions (one-way ANOVA, Bonferroni’s multiple comparisons test; ***p < 0.001, **p < 0.005, **p < 0.005, respectively.

As a positive control, we tested cuprizone-treated mice (a model of multiple sclerosis), which are known to secrete proinflammatory cytokines at the end of 5 weeks of treatment (Mukhamedshina et al., 2017). Cuprizone-treated mice showed expected increases in levels of TNF-α, IL-1β, and IL-10 in comparison to naïve controls (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, **p < 0.005, **p < 0.005, respectively; Schmitz and Chew, 2008). Similarly, in comparison to sham mice, spinal cord extracts from cuprizone-treated mice had significant increases in IL-1β at the 1 day sham timepoint, and IL-10 at the 4 days, 5 days, and 7 days sham timepoints (one-way ANOVA, Bonferroni’s multiple comparisons test; *p < 0.05, ****p < 0.0001, **p < 0.005, ***p < 0.001, respectively). Behavioral testing and cytokine analyses did not reveal differences between naïve and sham mice at any time point.

### Confirmation of Cell Population Specific Labeling of Cutaneous Nociceptors

Because the laminectomy did not significantly affect behavior or inflammatory responses in sham mice, we determined an optimal time point to study the transition of acute to chronic pain based upon established characteristics of nociceptors following SCI. The inflammatory cytokine assays demonstrated significant increases in inflammation 1 day post-SCI compared to 4 days sham controls (Figure 1C, Supplementary Figure S1B). We did not observe significant differences in inflammatory cytokine levels (TNF-α, IL-6, IL-1β, IL-10) in extracts of spinal cord segments (T8-T11) among naïve or sham mice at 1, 4, 5, and 7 days post-surgery (Figure 1C, Supplementary Figure S1B); this is similar to previous studies (Stammers et al., 2012). In addition, previous studies have documented onset of spontaneous activity in nociceptors distal to the site of SCI as early as 3 days post-injury in rats; increased activity persisted for at least 8 months (Bedi et al., 2010). Thus, it is possible that the transition to chronic pain begins around 3 days after SCI in rats and mice, and this transition is not due to laminectomy, as nociceptors isolated from sham rats show either no significant changes in spontaneous activity (Bedi et al., 2010; Yang et al., 2014) or only a minor increase compared to the effect of SCI (Odem et al., 2018). Subsequently, we chose 4 days post-injury to assess transcriptional changes in nociceptors below the level of injury in mice.

To perform transcriptional profiling on nociceptors that project to the cutaneous skin after injury, we injected wheat germ agglutinin conjugated to an AF-488 dye (WGA-488) into the sural, common peroneal, and saphenous nerve skin territories for retrograde labeling of DRG neurons. Next, we performed compression-clip SCI or sham surgeries at the T10 vertebral level 2 days post-WGA injection and collected L2-L6 DRG for dissociation 4 days post-injury (Figure 2A). Based on the vertebral level at which we performed SCI, the DRG collected were located below the level of injury, thus our analysis was comprised of non-injured nociceptors that do not project directly to the lesion site. Flow cytometry confirmed that our cell population of interest (cutaneous nociceptors) was positively labeled with WGA-488 (Figure 2B). We also observed non-labeled (WGA-488) cells and dead cells (propidium iodide, PI+), to be excluded from cell sorting and analysis (Figure 2B). As expected, a significant number of viable small nociceptor cells were excluded in this analytical approach, to avoid including RNAs from non-nociceptor cells or attached fragments of dead cells (examples in Figure 2C; Thakur et al., 2014; Lopes et al., 2017; Megat et al., 2019).

**Figure 2:**
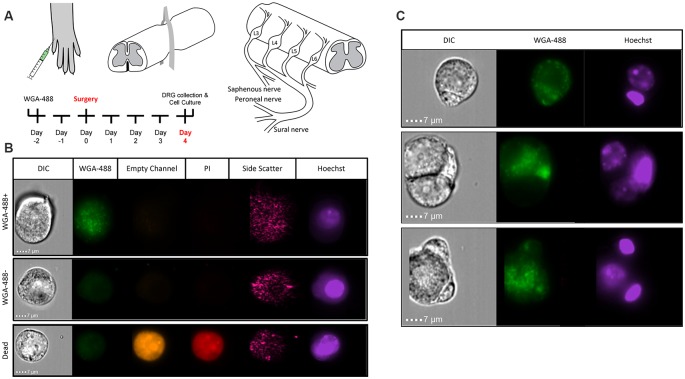
Identifying sensory neurons. **(A)** Diagram of WGA-488 injection under the hairy hindpaw skin of a mouse, how the SCI was conducted with a vessel clip, and projections to the corresponding dorsal root ganglia (DRG). **(B)** Fluorescent cell images taken by Amnis ImageStreamX Mark II imaging flow cytometer (Luminex Corporation, Austin, TX, USA) using a 60x objective lens with excitation from a 405 nm laser and a 488 nm laser to identify propidium iodide (PI; red) positive (dead) cells and WGA (green) labeled cells, respectively. **(C)** Sample images of rejected cells because of attachment to non-nociceptor cells. Similarly, nociceptors with attached PI+ debris were eliminated.

### FACS Purification of DRG Nociceptors Projecting to the Cutaneous Hind Paw

We performed FACS purification of nociceptor populations from naïve, sham, and SCI adult (8–12 weeks old) female mice (*n* = 5 per condition). We pooled DRGs from lumbar regions L2-L6 on either side of the spinal column to ensure all DRGs isolated would have projections to the hairy hindpaw skin. DRG cells were enzymatically dissociated and subjected to flow cytometry, to gently isolate positively labeled cells between 10 and 30 μm; PI staining was used to identify dead cells. All conditions were gated on DRG from naïve mice that did not receive WGA-488 injections, enabling purification of positively labeled cells (Figure 3A). Analysis of our flow cytometry data shows that, we were successful in retrogradely labeling DRG neurons projecting to hairy hindpaw skin. Many positively labeled neurons were part of cell aggregates, limiting retrieval of the single-cell population of interest to ~2% of all dissociated cells per animal (Figure 3B). This percentage amounted to approximately 3,000 cells per mouse, a suitable representation of this cell population in agreement with previous studies (Shields et al., 2012; Goswami et al., 2014; Thakur et al., 2014; Usoskin et al., 2015; Berta et al., 2017). DRG populations were sorted directly into lysis buffer and placed on dry ice to preserve transcriptional profiles at the time of isolation. RNA quality was tested using the Agilent TapeStation; a representative image of an RNA sample following FACS purification is shown (Figure 3C).

**Figure 3:**
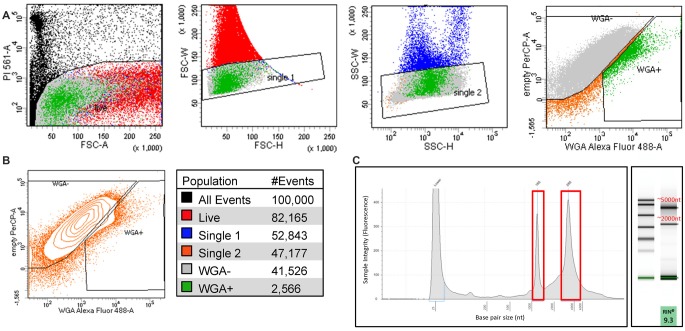
Isolating sensory neurons. **(A)** Fluorescence-activated cell sorting (FACS) purification of cultured DRG cells based on PI staining (dead) single-cell populations by forward scatter (FSC), single-cell populations by side scatter (SSC), and cells fluorescently labeled with WGA-488 (WGA+). **(B)** Contour plot of single WGA+ cells that were sorted directly into lysis buffer for RNA extraction and color scheme for the gated populations, each condition *N* = 5; ~3,000 cells. **(C)** Representative image of RIN values run on an Agilent TapeStation before RNAseq.

### Major Characteristics of Somatosensory Mediators in the Purified Neuron Population

We used the RNA sequencing data to evaluate the neuronal population that had been isolated. 

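Cutaneous sensory neurons of the hindpaw were backlabeled with fluorescent wheat germ agglutinin, and about 3000 labeled cells per mouse were sorted from dissociated lumbar ganglia. RNA of 15 female mice aged 8 to 12 weeks was sequenced, 5 naïve, 5 sham and 5 SCI, with the sham and SCI mice taken 4 days after surgery. Each mouse gave 1 library of polyadenylated RNA, read as single ends of 75 nt. The authors aligned the reads with HISAT2 and counted them per gene with HTSeq. In each library the gene with the most reads was Map1b, a microtubule-associated protein of axons, or Dst, a cytoskeletal linker. The gene values carry the label RPKM. In every library each value was a whole number of reads divided by 1 constant, to within 1e-06 of a read, so the reads of each gene could be recovered. That constant is the sum of the reads of the genes listed first, which hold 94.9% to 95.8% of the reads of each library. The values are therefore counts scaled to library size (CPM), not divided by gene length. Recovered reads per library were 1321632 to 7465583 in naïve mice (median 2532675), 2568656 to 7389487 in sham mice (median 5815348) and 3000636 to 4385542 in SCI mice (median 3698926). These are fewer than the sequenced reads per sample that the paper's methods state, and the cause of the gap was not tested. Between 17060 and 24384 genes had at least 1 read, and more were detected in the deeper libraries. The first principal component of the 11581 genes with a mean above 10 held 47.5% of the variance. It followed the log2 number of reads across the 15 libraries (Pearson's r = 0.97 and Spearman's rho = 0.96, permutation p = 1.0e-05 for each, the smallest that 100000 permutations allow). Without naïve 1 and naïve 4, the 2 shallowest libraries, r was 0.93, and within the naïve, sham and SCI groups it was 0.97, 0.98 and 0.84. Genes were compared between groups with limma on log2 of the value plus 1, over the 16000 genes with a mean of at least 1, and p was adjusted by the Benjamini-Hochberg method in each comparison. Of 53 gene lists, 3 of them the paper's own, the 48 with at least 3 tested genes were tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the data. Camera compares the genes of a list with all other genes. It passed 19 lists between SCI and naïve, 19 between SCI and sham and 20 between sham and naïve mice. Other groupings of the same libraries passed a median of 15, 14 and 15 lists, so a passing list need not reflect the groups.

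**Figure D1:**
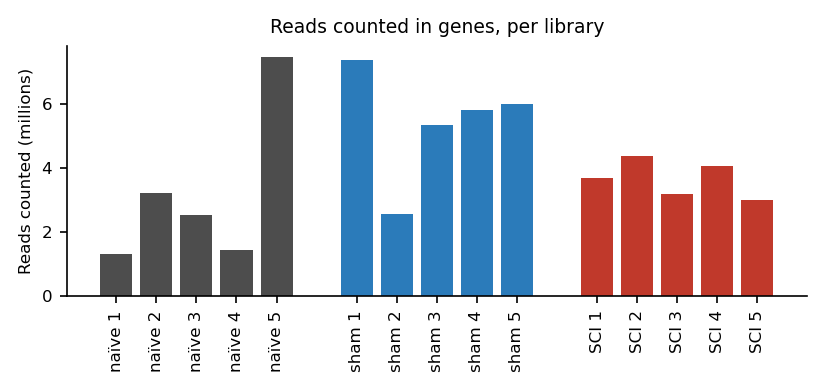
Recovered reads of each library (vertical axis), 1 bar per mouse, by group. Naïve 1 and naïve 4 are the shallowest libraries and naïve 5 and sham 1 the deepest.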

Scn10a, which encodes Na_v_1.8, is present in 80–90% of nociceptors and Trpv1 serves as a marker for the peptidergic population of nociceptors (Basbaum et al., 2009; Harriott and Gold, 2009; Wu et al., 2013). RPKM values of 1,000 for Scn10a and 400 for Trpv1 confirm that FACS purified cells express high levels of these nociceptor markers Figure 4A). 

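Both nociceptor markers were among the abundant transcripts of every library. Scn10a, the tetrodotoxin-resistant sodium channel of nociceptors, had 975 ± 272 CPM (mean ± SD, n = 5) in naïve mice, 673 ± 129 (SD, n = 5) in sham mice and 802 ± 86.0 (SD, n = 5) in SCI mice, and it ranked 18 among all genes by its mean of 817. Trpv1, the heat- and capsaicin-gated cation channel, had 397 ± 91.7 in naïve, 323 ± 63.2 in sham and 382 ± 46.0 in SCI mice, with a mean of 367 over the 15 mice. Scn10a (gene ENSMUSG00000034533, chromosome 9 from 119608456 to 119719322 of GRCm38) was counted with 43060 reads in all libraries together, and Trpv1 (gene ENSMUSG00000005952, chromosome 11 from 73234292 to 73261242) with 19902. The log2 difference of Scn10a was -0.24 between SCI and naïve, 0.26 between SCI and sham and -0.51 between sham and naïve mice (two-sided exact permutation p = 0.262, 0.0952 and 0.0635). In DESeq2 Scn10a was lower in sham than in naïve mice after adjustment over all genes (adjusted p = 0.0486). For Trpv1 the differences were -0.03, 0.25 and -0.29 (exact permutation p = 0.833, 0.119 and 0.175). These are 6 of the 12 tests of 4 marker genes, and the smallest p that 5 mice against 5 allow is 0.00794. In sham mice 1 library stood apart, with 902 CPM of Scn10a and 436 of Trpv1. Without it the SCI and sham mice differed by 0.37 in Scn10a and 0.36 in Trpv1 (exact permutation, adjusted p = 0.0476 for each), and sham and naïve mice by -0.62 in Scn10a (exact permutation, adjusted p = 0.0476). That library was the shallowest sham library. The other sham libraries, with at least 5346711 reads, were all deeper than the SCI libraries, with at most 4385542. Without it, a difference between SCI and sham mice therefore cannot be told apart from depth. The sign of the Trpv1 difference between SCI and naïve mice turned without naïve 1 or naïve 4.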

The low RPKM values observed for Parvalbumin (Pvalb), a glial transcript also found in large diameter proprioceptors and Aβ neurons, and glial fibrillary acidic protein (Gfap), another marker for glial cells, suggests that the non-nociceptive sensory neurons responsible for touch and proprioception (Aβ and Aδ neurons) and satellite glial cells are largely absent from our purified nociceptor population (Figure 4B; Huang et al., 2013; Le Pichon and Chesler, 2014); this conclusion is further supported by the somatosensory profiling of transcripts in Figure 4C (below). 

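Pvalb and Gfap were scarce in all groups, while most other transcripts of satellite glia and Schwann cells were abundant. Pvalb, a calcium-binding protein of proprioceptors, had 4.71 ± 6.32 CPM (SD, n = 5) in naïve, 5.17 ± 4.20 in sham and 5.25 ± 4.99 in SCI mice. Gfap, an intermediate filament of glia, had 0.499 ± 0.306 in naïve, 1.25 ± 0.887 in sham and 1.54 ± 0.641 in SCI mice. Of 13 listed satellite glia genes, 12 had a mean above 10 CPM and 11 a mean above 100. Of all 16000 genes tested, 11581 had a mean above 10. Kcnj10, the inward rectifier of satellite glia, had a mean of 388, and Apoe, a lipid carrier, 380.4. Of 11 genes of myelinating Schwann cells, 9 had a mean above 10, with Mbp, the myelin basic protein, at 432. Some of these genes are also expressed by neurons, and no unsorted ganglion is among the libraries analysed here. Relative to all other genes, the satellite glia list was lower in sham than in naïve mice (camera, adjusted p = 3.2e-06; adjusted p = 0.167 with an estimated correlation) and higher in SCI than in sham mice (adjusted p = 9.6e-05; 0.414 with an estimated correlation, as an adjusted p). The Schwann cell list was lower in SCI than in naïve mice (camera, adjusted p = 5.6e-08; adjusted p = 0.113 with an estimated correlation) and in sham than in naïve mice (adjusted p = 2.6e-08; adjusted p = 0.0817 with an estimated correlation). In limma 0 of its 11 genes passed over all genes tested, and 2 were lower in sham than in naïve mice adjusted over the list alone. DESeq2 passed 3 of the 11 and 5 of the 13 satellite glia genes between sham and naïve mice, and 0 in the other comparisons. Every SCI mouse had more Gfap than the naïve mice, a log2 difference of 0.76 (two-sided exact permutation p = 0.00794, adjusted p = 0.0952 over the 12 marker tests). Gfap was counted with 67 reads in all libraries together. The naïve maximum, 0.731 CPM, was 1 read in naïve 4, so this separation lies near the lowest level measured. Between SCI and sham mice the log2 difference of Gfap was 0.23 (exact permutation p = 0.468), and Pvalb differed by -0.04. The sign of that Pvalb difference turned without SCI 1, SCI 3, sham 1, sham 3 or sham 4, and that of Gfap turned when values beyond 50% of the group mean were left out (-0.05). In SCI mice 1 library held 2.64 CPM of Gfap. With depth as a term of the fit neither difference of the satellite glia list passed (camera, adjusted p = 0.869 between sham and naïve and 0.434 between SCI and sham mice). From the low values of Pvalb and Gfap, the paper proposes that neurons for touch and proprioception and satellite glia were largely absent from the sorted cells. It cites its profile of somatosensory genes as further support.

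**Figure D2:**
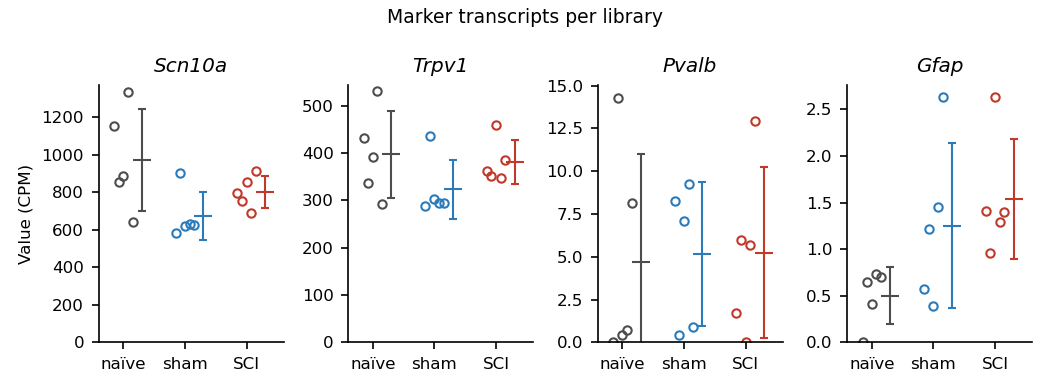
Gene values in CPM (vertical axes, a scale of its own per gene) of the marker genes in each mouse (points) with the group mean and SD, by group. Scn10a and Trpv1 lie far above Pvalb and Gfap in all 15 mice.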

Previous studies have confirmed that intact DRG as well as unsorted dissociated DRG yield much higher levels of non-neuronal markers (Thakur et al., 2014). This highlights the importance of excluding cell aggregates during cell sorting (Figure 3) to avoid the analysis of transcripts from cells outside of the target population of nociceptors.

**Figure 4:**
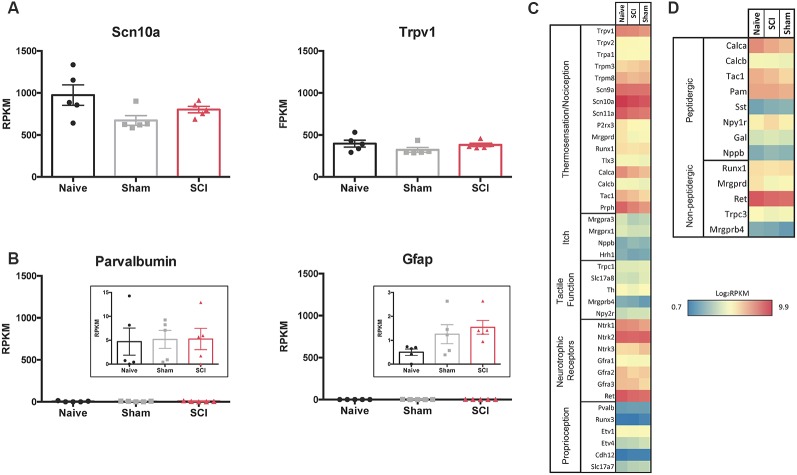
RNAseq demonstrates specificity of cell isolation. **(A)** Average RPKM values from RNAseq dataset from genes that are known to be highly expressed in the cell population of interest or **(B)** expected to be expressed in other cell populations outside of the one being studied; larger myelinated neurons or satellite glial cells, respectively, *N* = 5 per condition. **(C)** Heatmap of functional somatosensory mediators within the isolated cell population of interest. Genes were grouped based on roles established in the literature: thermosensation and nociception, itch, tactile function, and neurotrophic factors. **(D)** Heatmap of peptidergic and non-peptidergic markers. Graph: log_2_ of average RPKM values within each condition, RPKM >1, *N* = 5 per condition.

We next analyzed gene expression patterns for known functional mediators of somatosensation (Chiu et al., 2014; Le Pichon and Chesler, 2014; Usoskin et al., 2015). 

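All 20 listed channels and markers of nociceptors were expressed in the sorted cells, 18 of them at a mean above 100 CPM. Scn9a, a sodium channel that amplifies small depolarizations, had 502 ± 58.5 in naïve, 477 ± 52.2 in sham and 485 ± 50.9 in SCI mice (mean ± SD, n = 5 per group). Scn11a, the sodium channel that keeps a persistent current near rest, had 608 ± 106 in naïve, 449.8 ± 42.3 in sham and 491 ± 34.9 in SCI mice, and Prph, the intermediate filament of small neurons, had 564 ± 256 in naïve, 319.6 ± 117 in sham and 407 ± 42.2 in SCI mice. Relative to all other genes, the list was lower in SCI than in naïve mice (camera, adjusted p = 5.6e-08; adjusted p = 0.264 with an estimated correlation), and lower in sham than in naïve mice (adjusted p = 3.7e-16; adjusted p = 0.0589 with an estimated correlation). It was higher in SCI than in sham mice (adjusted p = 1.0e-06; adjusted p = 0.273 with an estimated correlation). No single gene passed in limma over all genes tested. Adjusted over the list alone, 0 of 20 passed between SCI and naïve mice, 0 between SCI and sham mice, and 1, Scn11a, between sham and naïve mice. DESeq2 passed 0, 0 and 7 of the 20 over all genes, the 7 lower in sham than in naïve mice. Scn11a (gene ENSMUSG00000034115, chromosome 9 from 119753759 to 119825456 of GRCm38) differed by -0.29 on the log2 scale between SCI and naïve mice (SE 0.11, adjusted p = 0.898 from limma) and by -0.42 between sham and naïve mice (SE 0.11, adjusted p = 0.3 from limma). For Prph, sham and naïve mice differed by -0.74 (SE 0.27, adjusted p = 0.3 from limma), and 1 sham library held 527 CPM, above the rest of its group. Without the 2 shallowest libraries, naïve 1 and naïve 4, the list's difference between SCI and naïve mice turned (camera, adjusted p = 0.711), and with depth as a term of the fit it did not pass (adjusted p = 0.389).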

The purified cutaneous nociceptors displayed high expression levels of genes involved in thermosensation and nociception, such as specific Trp channels (notably Trpv1), sodium channels (Scn9a, 10a, 11a) and peripherin (Prph; Figure 4C). The skin is innervated by both peptidergic nociceptors and non-peptidergic neurons (Zylka et al., 2005; Lallemend and Ernfors, 2012; Kjell and Olson, 2016). 

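The markers of non-peptidergic nociceptors were present in all groups, and each of the 12 listed had a lower mean log2 value in SCI and in sham mice than in naïve mice. Mrgprd, the receptor that marks the largest class of these neurons, had 143 ± 20.4 CPM (SD, n = 5) in naïve, 95.6 ± 42.5 in sham and 82.3 ± 21.2 in SCI mice. P2rx3, the ATP-gated channel of small neurons, had 144 ± 31.1 in naïve, 110.1 ± 9.26 in sham and 118 ± 9.35 in SCI mice. Ret, the signalling receptor for glial-derived growth factors, had 640.0 ± 147 in naïve, 501 ± 75.8 in sham and 537 ± 41.1 in SCI mice, and Runx1, the transcription factor that specifies non-peptidergic neurons, had 152 ± 22.3 in naïve, 150.1 ± 19.2 in sham and 142 ± 10.8 in SCI mice. As a group the 12 genes fell in SCI relative to naïve mice (median log2 difference -0.35; camera, adjusted p = 6.2e-15; adjusted p = 0.00419 with an estimated correlation) and in sham relative to naïve mice (median -0.35; adjusted p = 7.7e-11; adjusted p = 0.0371 with an estimated correlation). This direction was not particular to the list, since the Schwann cell genes (camera, adjusted p = 5.6e-08 and 2.6e-08; adjusted p = 0.113 and 0.0817 with an estimated correlation) and the mitochondrially encoded mRNAs (adjusted p = 3.2e-06 and 1.4e-09; adjusted p = 0.444 and 0.148 with an estimated correlation) were lower in the same 2 comparisons. The SCI and sham mice did not differ in camera (median -0.08, adjusted p = 0.601), and there the median and the test differed in sign. By fry, which tests whether the genes move one way without comparing them with others, the adjusted p was 0.0768 between SCI and naïve mice and 0.177 between sham and naïve mice. No single gene passed in limma over all genes tested. In SCI against naïve mice 1 gene, Gfra2, was lower when adjusted over the list alone, and in sham against naïve mice 3 were lower: P2rx3, Plxnc1 and Scn11a. DESeq2 passed 3 of the 12 over all genes, lower in sham than in naïve mice, and 0 in the other comparisons. Mrgprd (gene ENSMUSG00000051207, chromosome 7 from 145314835 to 145324086 of GRCm38) differed by -0.82 on the log2 scale between SCI and naïve mice (SE 0.29, adjusted p = 0.898 from limma), and by -0.73 between sham and naïve mice (SE 0.29, adjusted p = 0.3). Without sham 2, which held 31.3 CPM of Mrgprd, the latter was -0.38 (adjusted p = 0.152 from limma). Between SCI and naïve mice, the difference of P2rx3 was -0.27 (SE 0.12), at an adjusted p of 0.898 from limma. With depth as a term of the fit all 12 genes stayed lower in SCI and in sham than in naïve mice, and the mean log2 difference between sham and naïve mice was -0.52, against -0.36 without it.

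**Figure D3:**
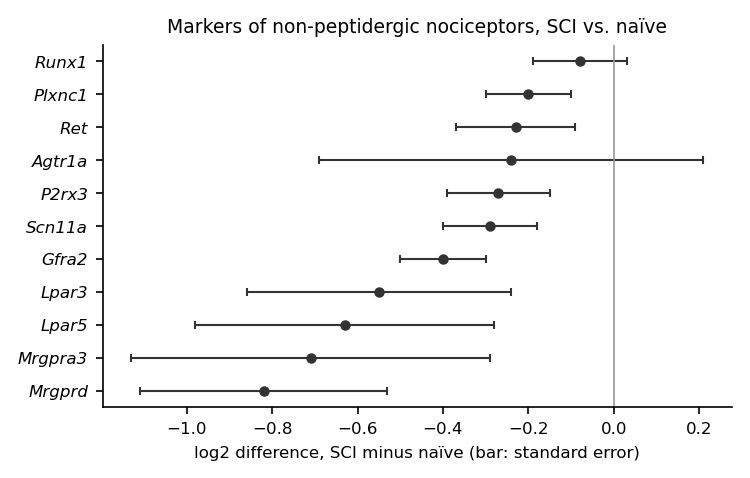
Log2 differences between SCI and naïve mice (horizontal axis) of markers of non-peptidergic nociceptors, with the standard error, 1 gene per line. The points shown lie below 0, and the bars of Runx1 and Agtr1a cross it.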

Markers for non-peptidergic nociceptors were abundant, such as Mas-Related G-Protein Coupled Receptor Member D (Mrgprd), Runt related transcription factor 1 (Runx1), Ret proto-oncogene (Ret), and transient receptor potential cation channel C3 (Trpc3). As expected, transcripts enriched in peptidergic nociceptors were present, such as Calca and Calcitonin Related Polypeptides (Calcb) and Tac1 (the tachykinin precursor for peptides such as Substance P), the peptide processing enzyme peptidylglycine α-amidating monooxygenase (PAM), as well as Npy1r, one of the most abundant Npy receptors (Julius and Basbaum, 2001; Basbaum et al., 2009). However, genes encoding proteins involved in itch, such as brain natriuretic peptide (Nppb) and histamine receptor H1 (Hrh1) were only expressed at low levels (Usoskin et al., 2015). Similarly, genes responsible for proteins involved in tactile function, including Transient Receptor Potential cation channel subfamily C Member 1 (Trpc1), and those responsible for proprioception, such as Runt related transcription factor 3 (Runx3), exhibited low expression levels (Le Pichon and Chesler, 2014). In contrast, nerve growth factor receptors (Neurotrophic Receptor Tyrosine Kinases 1–3, Ntrk), which are characteristic of many subtypes of nociceptors, were expressed at high levels for each condition and did not differ significantly when comparisons were made between all conditions. It is of significance that Ntrk2 is typically used as a marker to identify myelinated sensory neurons, and relatively high levels of Ntrk2 (and Ntrk3) may indicate the presence of some proprioceptive or low threshold mechanoreceptors within the isolated population of neurons (Lallemend and Ernfors, 2012; Usoskin et al., 2015). However, this seems unlikely based on the absence of other common proprioceptor and mechanoreceptor transcripts within our dataset (Figure 4C). It is possible that higher levels of Ntrk2 and Ntrk3 are unique to our isolated population of neurons that project to the hairy hindpaw skin. 

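All 12 listed markers of peptidergic nociceptors had a mean above 10 CPM in the sorted cells, and all 12 had a higher mean log2 value in SCI than in sham mice. Calca, the precursor of calcitonin gene-related peptide, had 354 ± 154 in naïve, 212 ± 66.4 in sham and 268 ± 36.6 in SCI mice (mean ± SD, n = 5 per group). Calcb, its paralog, which may share reads with it, had 85.9 ± 13.5 in naïve, 71.4 ± 6.21 in sham and 82.6 ± 2.71 in SCI mice. Tac1, the precursor of substance P, had 248 ± 93.4 in naïve, 163 ± 47.4 in sham and 208 ± 25.7 in SCI mice, and Pam, the enzyme that amidates neuropeptides, had 274 ± 34.5 in naïve, 242 ± 22.5 in sham and 273 ± 23.2 in SCI mice. Npy1r, the receptor for neuropeptide Y (gene ENSMUSG00000036437, chromosome 8 from 66697192 to 66706792 of GRCm38), had 126 ± 17.8 in naïve, 126 ± 14.5 in sham and 161 ± 29.4 in SCI mice. The list was higher in SCI than in sham mice relative to all other genes (median log2 difference 0.31; camera, adjusted p = 2.3e-11; adjusted p = 0.105 with an estimated correlation). It was lower in sham than in naïve mice (adjusted p = 2.6e-08; adjusted p = 0.147 with an estimated correlation) and did not differ between SCI and naïve mice (adjusted p = 0.809). By limma 0 of the 12 genes passed in any comparison, over all genes tested or adjusted over the list alone, while DESeq2 passed 2 over all genes, lower in sham than in naïve mice. Npy1r differed by 0.34 on the log2 scale between SCI and naïve mice (SE 0.12, adjusted p = 0.898 from limma) and by 0.34 between SCI and sham mice (SE 0.12, adjusted p = 0.897). With depth as a term of the fit the difference between sham and naïve mice turned and did not pass (camera, adjusted p = 0.79).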

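Transcripts of itch neurons ranged from scarce to moderately abundant. Nppb, the natriuretic peptide that itch neurons release in the spinal cord, had 8.07 ± 2.26 in naïve, 10.1 ± 3.79 in sham and 12.2 ± 3.59 in SCI mice (mean ± SD, n = 5 per group), and 1 sham library held 3.44. Hrh1, the histamine receptor, had 9.37 ± 3.82 in naïve, 7.15 ± 4.25 in sham and 6.45 ± 3.88 in SCI mice. Of 10 listed genes of itch neurons, 8 had a mean above 10 CPM and 1 a mean above 100. Osmr, the oncostatin M receptor subunit, had 153 ± 47.2 in naïve, 141 ± 19.1 in sham and 172 ± 39.8 in SCI mice, and Il31ra, which pairs with it to bind interleukin-31, had 69.0 ± 31.2 in naïve, 82.9 ± 16.5 in sham and 103 ± 37.0 in SCI mice. Mrgpra3, a receptor for the pruritogen chloroquine, had 42.9 ± 27.5 in naïve, 27.2 ± 10.7 in sham and 22.2 ± 7.97 in SCI mice. The groups did not differ in the list as a whole: camera gave an adjusted p of 0.915 between SCI and naïve, 0.0961 between SCI and sham, and 0.245 between sham and naïve mice. In limma 0 of the 10 genes passed in any comparison, adjusted over the list alone or over all genes tested.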

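Runx3 was close to the lowest level measured, and Trpc1 was moderately expressed. Trpc1, a cation channel subunit linked to touch responses, had 54.0 ± 9.39 in naïve, 59.3 ± 4.49 in sham and 54.6 ± 4.18 in SCI mice (mean ± SD, n = 5 per group). Runx3, the transcription factor of proprioceptor development (gene ENSMUSG00000070691, chromosome 4 from 135120652 to 135177990 of GRCm38), had 1.70 ± 1.60 in naïve, 2.24 ± 1.89 in sham and 1.51 ± 1.61 in SCI mice, over 121 reads in all 15 libraries. Trpc1 (gene ENSMUSG00000032839, chromosome 9 from 95705082 to 95750375) was counted with 3412 reads. Of 7 genes of C-fiber low-threshold mechanoreceptors, all had a mean above 10 CPM. Th, the enzyme that marks these neurons, had 99.3 ± 55.4 in naïve, 104 ± 8.94 in sham and 75.5 ± 26.6 in SCI mice, and Slc17a8, their vesicular glutamate transporter, had 41.6 ± 14.9 in naïve, 54.8 ± 7.66 in sham and 37.4 ± 12.1 in SCI mice. Relative to other genes the 7 were lower in SCI than in naïve mice (camera, adjusted p = 0.00185; adjusted p = 0.508 with an estimated correlation) and lower in SCI than in sham mice (adjusted p = 3.6e-04; adjusted p = 0.438 with an estimated correlation). In limma 1 gene, Gfra2, was lower in SCI than in naïve mice adjusted over the list alone, and 0 passed over all genes tested. The first difference did not pass without naïve 1 or without SCI 3 (camera, adjusted p = 0.0838 and 0.0831), nor the second without sham 2 (adjusted p = 0.0946), and neither passed with library quality weights (0.0512 and 0.0804).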

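Ntrk2 and Ntrk3 were abundant, and Ntrk2 was the higher of them in every group. Ntrk3, the receptor of neurotrophin-3, had 159.7 ± 51.4 in naïve, 209.8 ± 15.2 in sham and 161 ± 58.3 in SCI mice (mean ± SD, n = 5 per group). Neither passed in limma in any comparison. Of 13 tested genes of neurotrophin and GDNF family signalling, 11 had a mean above 10 CPM. The ligand Gdnf had a mean of 0.985. Gfra2, the receptor for neurturin, had 219 ± 21.8 in naïve, 186 ± 15.7 in sham and 166 ± 23.9 in SCI mice, a log2 difference of -0.40 between SCI and naïve mice (SE 0.10, adjusted p = 0.898 from limma). Adjusted over the list alone, Gfra2 was lower and 1 other gene, Bdnf, higher in SCI than in naïve mice, and 0 over all genes tested. The list was lower in sham than in naïve mice relative to other genes (camera, adjusted p = 0.021; adjusted p = 0.119 with an estimated correlation), while its median log2 difference was 0.02, below the median of 0.17 of all genes. Without sham 4 it did not pass (camera, adjusted p = 0.0706), nor with no filter (0.176), quantile normalization (0.849), median-ratio rescaling (0.0755), without the 2 shallowest libraries (0.183) or with depth as a term, where it pointed up (0.811). It did not pass in the comparisons with SCI mice.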

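Several other transcripts of myelinated sensory neurons were present at high levels in the sorted cells, and others were scarce. Nefh, the heavy neurofilament of large neurons, had 261 ± 53.6 in naïve, 254 ± 83.5 in sham and 334 ± 108 in SCI mice (mean ± SD, n = 5 per group), and Nefm, the medium neurofilament, had 540.0 ± 158 in naïve, 384 ± 108 in sham and 496 ± 54.8 in SCI mice. Cntnap2, an adhesion protein of the juxtaparanode, had 198 ± 47.3 in naïve, 208 ± 37.0 in sham and 210.0 ± 26.6 in SCI mice, and Etv1, a transcription factor of proprioceptors, had 101 ± 18.4 in naïve, 99.7 ± 16.6 in sham and 94.8 ± 16.9 in SCI mice. Kcna1, a potassium channel of the juxtaparanode, had 82.4 ± 18.6 in naïve, 104 ± 13.7 in sham and 98.8 ± 32.0 in SCI mice, while Slc17a7, the vesicular glutamate transporter of large neurons, had 17.3 ± 17.9 in naïve, 28.0 ± 18.2 in sham and 25.2 ± 24.3 in SCI mice and Cdh12, a cadherin, 1.64 ± 1.40 in naïve, 2.03 ± 1.47 in sham and 2.10 ± 0.871 in SCI mice. Of all 16000 genes tested, 11581 had a mean above 10 CPM. Of 18 listed genes of myelinated neurons, 15 did, and 6 had a mean above 100. The list did not differ between groups (camera, adjusted p = 0.782 between SCI and naïve, 0.913 between SCI and sham and 0.748 between sham and naïve mice), and 0 of its genes passed in limma over all genes or adjusted over the list alone. DESeq2 passed 1 of them, lower in sham than in naïve mice. Neurofilaments and axonal channels are made by small neurons too, at lower levels, and pooled cells do not show which neurons hold a transcript.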

High expression levels were also observed for some of the transcripts of the two major subpopulations of nociceptors: peptidergic and non-peptidergic (Figure 4D).

### Gene Expression Profiling and Enrichment Patterns in Injured and Non-injured Cutaneous Nociceptors After SCI

To further assess expression profiles of the purified nociceptor population and differences among naïve, sham, and SCI conditions within this nociceptor-enriched population, we focused on expression patterns of gene families that mediate general neuronal functions (Chiu et al., 2014; Berta et al., 2017). We used differential expression analysis (DESeq2) to analyze significant changes between SCI and naïve or SCI and sham populations (Love et al., 2014). Pairwise comparisons of significant genes generated by DESeq2 analysis yielded many differentially expressed genes in each subset (Supplementary Figures S2A,B). 

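No gene passed in limma at an adjusted p under 0.05 in any comparison, but the counts differed under some alternatives. Removal of values beyond 50% of the group mean gave 47 genes between SCI and naïve, 211 between SCI and sham and 806 between sham and naïve mice, removal beyond 30% 880, 2623 and 4532, and library quality weights 1, 3060 and 3631. Such removal lowers the spread inside the groups by construction, so a larger count under it is not evidence of a difference. Leaving out naïve 5 gave 1752 between sham and naïve mice. Between SCI and naïve mice the smallest adjusted p was 0.898. Il17ra, the interleukin-17 receptor, had 10.8 ± 1.67 in naïve, 16.7 ± 3.37 in sham and 19.6 ± 4.30 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of 0.79 between SCI and naïve mice (SE 0.18). Fmnl1, a formin that assembles actin, had 187 ± 12.6 in naïve, 167 ± 6.82 in sham and 152 ± 5.92 in SCI mice and differed by -0.30 (SE 0.07). Ppp1r1a, an inhibitor of protein phosphatase 1, differed by -0.45 (SE 0.11), Lmo7, an adhesion-linked scaffold, by 0.83 (SE 0.23), and Moxd1, a monooxygenase-like protein, by -0.80 (SE 0.24). Between SCI and sham mice the smallest was 0.623, for Spry4, a feedback inhibitor of growth factor signalling, with 39.3 ± 4.74 in naïve, 52.1 ± 5.78 in sham and 31.6 ± 6.83 in SCI mice and a log2 difference of -0.73 (SE 0.14). Gadd45g, a stress-induced gene, had 69.2 ± 7.17 in sham and 95.7 ± 11.3 in SCI mice, and Avpr1a, a vasopressin receptor, 3.34 ± 1.65 and 7.51 ± 2.06, with differences of 0.46 and 1.01 at an adjusted p of 0.897 and 0.897 from limma. Kcnab1, a potassium channel subunit, had 97.1 ± 7.13 in sham and 55.7 ± 17.5 in SCI mice, a difference of -0.86. Counted without adjustment, 724 genes of 16000 had a p under 0.05 in limma between SCI and naïve mice (597 higher and 127 lower), 623 between SCI and sham mice (104 higher and 519 lower) and 2651 between sham and naïve mice (2141 higher and 510 lower), where 800 are expected by chance alone. These counts rest on a spread shared by the 3 groups. With only the 2 groups compared in the fit they were 520, 1439 and 1506, so the SCI and sham count then exceeded 800. edgeR also passed 0 genes in each comparison, with 507, 949 and 1719 unadjusted, and DESeq2 passed 0, 4 and 233, with 470, 908 and 1818 unadjusted. The balance of directions differed with the tool. Between SCI and naïve mice 275 genes were higher and 232 lower unadjusted by edgeR, and 179 higher and 291 lower by DESeq2. The 4 genes that DESeq2 passed were lower in SCI than in sham mice: Skor2, a transcriptional corepressor (15.3 ± 11.3 in sham and 2.15 ± 0.491 in SCI mice; DESeq2, log2 difference -2.78, SE 0.54, adjusted p = 0.00402), and Spry4, Scn3a and Steap2, the last a metalloreductase (34.5 ± 3.11 in sham and 20.1 ± 3.56 in SCI mice), each at an adjusted p of 0.0335 from DESeq2. Between sham and naïve mice the unadjusted counts were 619 higher and 1100 lower by edgeR and 531 higher and 1287 lower by DESeq2.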

We also assessed differences between sham and naïve populations. Any genes that differed significantly between the sham and naïve populations were considered significant transcript changes due to laminectomy, and thus were excluded from analysis in the SCI vs. Naïve and SCI vs. Sham comparisons (Supplementary Figure S2C).

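In the main fit, sham against naïve mice held more genes with a small p than either comparison with SCI mice. Most of the gene lists that passed there pointed down in sham mice. With depth as a term of the limma fit the order of the counts turned. Then 319 genes had an unadjusted p under 0.05, against 749 between SCI and naïve and 527 between SCI and sham mice. Without naïve 1 and naïve 4, the 2 shallowest libraries, 411 did, against 447 and 1184. Calb1, a calcium-binding protein, had 5.20 ± 4.08 in naïve, 17.8 ± 4.83 in sham and 7.28 ± 2.15 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of 1.88 between sham and naïve mice (SE 0.41, adjusted p = 0.3 from limma). Arhgef3, an activator of the GTPase RhoA, had 17.6 ± 5.91 in naïve, 35.4 ± 8.65 in sham and 22.2 ± 3.49 in SCI mice (1.01, SE 0.22), and Sema3c, a secreted axon guidance protein, had 50.4 ± 12.3 in naïve, 72.3 ± 5.70 in sham and 63.4 ± 6.06 in SCI mice (0.54, SE 0.13), at an adjusted p of 0.3 and 0.3 from limma. In the other direction, Gng2, a G protein subunit, had 228 ± 31.9 in naïve, 173 ± 5.14 in sham and 199.5 ± 10.3 in SCI mice (-0.38, SE 0.09), and Cd55, a complement inhibitor of non-peptidergic neurons, had 244 ± 46.2 in naïve, 178 ± 14.2 in sham and 193 ± 10.9 in SCI mice (-0.44, SE 0.11), both at an adjusted p of 0.3 from limma. Of 48 lists tested, camera passed 20 between sham and naïve mice (1 higher, the GABA-A receptors, and 19 lower), of which the markers of non-peptidergic nociceptors passed with an estimated correlation. Other groupings of the same libraries passed a median of 15 lists, so a list that passes camera need not reflect the groups. The 80 cytosolic ribosomal protein genes had a median log2 difference of -0.27 (camera, adjusted p = 3.1e-27; adjusted p = 0.282 with an estimated correlation). The 7 mitochondrially encoded mRNAs were at -0.67 (adjusted p = 1.4e-09; adjusted p = 0.148 with an estimated correlation), and all 7 were lower adjusted over the list alone in limma, against 0 over all genes. For the ribosomal and mitochondrial lists the direction turned when the depth of the libraries was a term of the fit, with an adjusted p of 3.6e-18 and 0.0234. The GABA-A receptors did not pass without naïve 3 or without sham 2 (camera, adjusted p = 0.0923 and 0.198). Of the genes with an unadjusted p under 0.05, 353 were shared by the comparisons of SCI and of sham mice with the same naïve mice, and the log2 differences of all 16000 genes were correlated across genes (r = 0.63), where genes are not independent replicates. A shared control alone gave r = 0.49 on average in 100 simulated sets of libraries, and up to 0.83. With different naïve mice in each comparison the mean r was 0.05 (-0.27 to 0.25 over 20 values).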

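Among the ion channel families, the sodium, potassium and GABA-A channel lists were lower in SCI mice than in 1 or both control groups. Scn3a, a sodium channel raised after nerve injury, had 26.8 ± 4.31 in naïve, 34.4 ± 5.66 in sham and 21.8 ± 2.53 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -0.63 between SCI and sham mice (SE 0.15, adjusted p = 0.897 from limma). Kcnn3, a calcium-activated potassium channel, had 39.7 ± 8.27 in naïve, 50.9 ± 8.19 in sham and 32.2 ± 11.7 in SCI mice (-0.69, SE 0.20), with 1 sham library at 36.6, and Kcnk13, a two-pore potassium channel, had 19.1 ± 4.62 in naïve, 23.5 ± 3.15 in sham and 14.9 ± 4.81 in SCI mice (-0.67, SE 0.21). Gabrg3, a GABA-A receptor subunit, had 12.4 ± 3.71 in naïve, 17.3 ± 10.3 in sham and 6.33 ± 2.62 in SCI mice, -0.89 (SE 0.37) against naïve and -1.16 (SE 0.37) against sham mice. The 13 tested GABA-A receptor genes were lower in SCI than in sham mice (camera, adjusted p = 0.00192; adjusted p = 0.438 with an estimated correlation), and so were the 77 potassium channel genes (adjusted p = 0.0203; adjusted p = 0.647 with an estimated correlation). Of the potassium channel genes 1, Kcnab1, was lower when adjusted over the list alone, and 0 over all genes in limma. Of the 16 sodium channel genes 0 passed between SCI and sham mice over all genes in limma, and 1, Scn3a, in DESeq2. Sodium and potassium channels were lower in SCI than in naïve mice as groups (camera, adjusted p = 7.1e-04 and 0.00279; adjusted p = 0.435 and 0.554 with an estimated correlation), although the median of the potassium channels was 0.01. Between SCI and sham mice the GABA-A receptors did not pass without sham 2 (camera, adjusted p = 0.0835), nor the potassium channels without SCI 3, SCI 4, sham 1 or sham 2 (adjusted p = 0.0824, 0.275, 0.111 and 0.448), and neither list passed with library quality weights (0.247 and 0.761). Against naïve mice the potassium channels did not pass without naïve 5 or without SCI 4 (adjusted p = 0.184 and 0.0872), nor the sodium channels without the 2 shallowest libraries (adjusted p = 0.13) or with quantile normalization (0.0701). The 18 chloride channel, 20 Trp channel and 17 ionotropic glutamate receptor genes did not pass against either control group (camera, smallest adjusted p = 0.09), nor did 6 metabotropic glutamate receptor genes. The 19 ion channel genes of Table 1 fell in SCI relative to naïve mice (median -0.39; camera, adjusted p = 1.7e-17; adjusted p = 0.00419 with an estimated correlation). They were lower than in sham mice too (median -0.50, adjusted p = 3.3e-06; adjusted p = 0.105 with an estimated correlation). The study chose those 19 genes on these samples, so their direction is not independent evidence.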

We focused on expression patterns of gene families which mediate neuronal functions and contribute to pain phenotypes and found both high expression levels and significant differences within the chloride channel family, Trp channels, glutamate receptors, GABA receptors, potassium channels, sodium channels, and piezo channels (Figures 5A–G, *p*-values in Table 1). We also examined ASICs (acid-sensing ion channels), calcium channels, glycine receptors, and P2rx and P2ry families (purinergic receptors), because these are widely studied gene families known to be involved in the development or maintenance of chronic pain (Supplementary Figures S3A–E). Many channels and receptors were highly expressed within this cell population, but no significant changes among the transcripts were demonstrated for any condition (Supplementary Figure S3).

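Single members of these families were abundant, and the differences between groups were small. Asic3, an acid-sensing channel of muscle and skin afferents, had 133 ± 28.5 in naïve, 116 ± 22.1 in sham and 146 ± 30.3 in SCI mice (mean ± SD, n = 5 per group), and Cacna2d1, the calcium channel subunit bound by gabapentin, had 444 ± 29.4 in naïve, 402 ± 34.5 in sham and 467 ± 65.5 in SCI mice. Cacna1h, a T-type calcium channel, had 217 ± 27.6 in naïve, 246 ± 41.1 in sham and 193 ± 28.5 in SCI mice, and Cacna1e, an R-type channel, had 72.9 ± 16.4 in naïve, 100.0 ± 35.9 in sham and 69.0 ± 13.7 in SCI mice. P2ry1, an ADP receptor, had 64.0 ± 12.5 in naïve, 75.5 ± 13.8 in sham and 54.9 ± 14.5 in SCI mice, P2rx4, an ATP-gated channel, 59.8 ± 1.22 in naïve, 68.2 ± 8.75 in sham and 64.9 ± 5.42 in SCI mice, and Glrb, the glycine receptor subunit that anchors the receptor, 58.9 ± 16.6 in naïve, 66.3 ± 8.44 in sham and 64.7 ± 12.8 in SCI mice. Over all genes tested, limma passed 0 of the 3 acid-sensing, 20 calcium channel, 2 glycine receptor, 6 P2X and 4 P2Y genes in any comparison. By the study's thresholds, which use the unadjusted p, a mean above 10 and the exclusion of genes that differ between sham and naïve mice, 0 of these genes differed between SCI and naïve mice. In SCI compared with sham mice, 1 acid-sensing channel (Asic3), 4 calcium channels (Cacna1e, Cacna1i, Cacna1h and Cacna2d1) and 1 P2Y receptor (P2ry1) differed by limma, and Asic3, Cacna1e and Cacna1h by DESeq2. When adjusted over the list alone, 1 glycine receptor gene was lower in SCI mice than in either control group, and P2rx3 was lower in sham than in naïve mice. No family of at least 3 genes passed camera in any comparison, and the smallest adjusted p was 0.165 for the calcium channels between SCI and naïve mice.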

**Figure 5:**
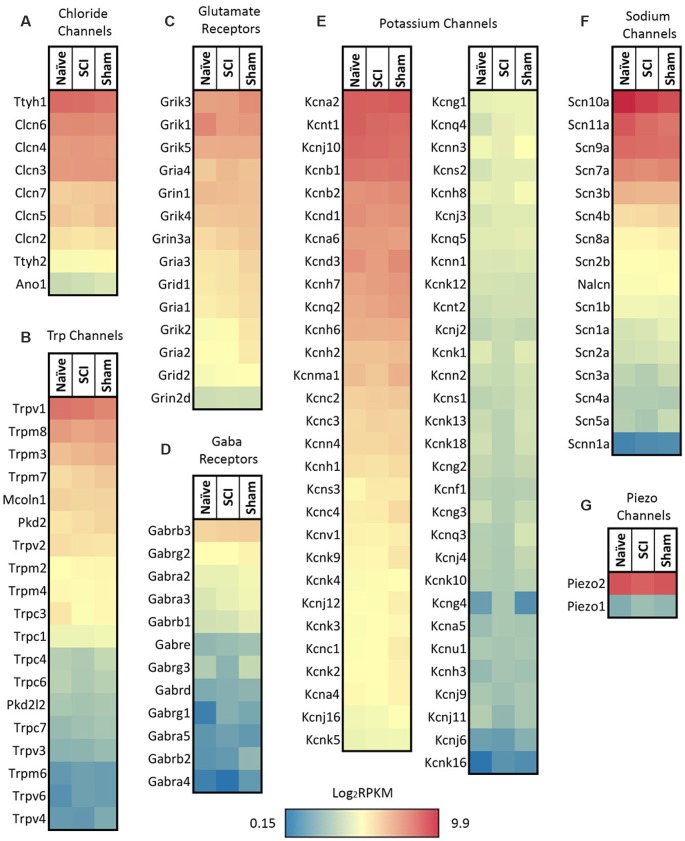
Heatmaps of ion channel transcripts. **(A)** Chloride channels, **(B)** TRP channels, **(C)** glutamate ionotropic receptors, **(D)** GABA ionotropic receptors, **(E)** potassium channels, **(F)** sodium channels, **(G)** piezo channels. Each family of transcripts includes significant differences in at least one gene 4 days post-SCI. Channels were clustered based on SCI expression level and graphed by the log_2_ of average RPKM values within each condition. RPKM <1 were not included, *N* = 5 per condition.

**Table 1:** Ion channels and synaptogenesis.

Gene	RPKM Naïve	RPKM SCI	RPKM Sham	*p*-value SCI vs. N	*p*-value SCI vs. Sham
**Ion channels**					
Calcb	86	83	71	-	6.5E-03
Gabrg3	12	6	17	5.3E-04	5.7E-04
Gfra2	219	166	186	1.3E-03	-
Gria4	108	131	119	5.0E-02	4.5E-02
Grik1	270	196	213	4.1E-05	-
Kcng3	20	13	18	3.3E-03	1.3E-02
Kcnh8	20	13	18	-	1.2E-02
Kcnj11	34	30	44	8.3E-04	-
Kcnk1	13	7	11	2.0E-02	1.7E-02
Kcnk13	28	19	30	-	2.2E-03
Kcnk18	19	15	23	3.2E-02	1.6E-03
Kcnn3	21	15	22	-	8.8E-03
Mrgprd	40	32	51	3.7E-07	-
Piezo2	143	82	96	1.5E-02	-
Scn3a	542	447	526	2.6E-02	1.0E-05
Scn5a	27	22	34	-	8.8E-04
Trpc3	23	17	34	5.2E-04	-
Trpc4	104	74	86	-	2.3E-03
Ttyh1	18	16	25	-	2.0E-02
**Synaptogenesis pathway**					
Adcy1	56	45	83	-	6.9E-05
Adcy2	120	144	140	2.9E-02	-
Ap2a2	307	305	260	-	1.6E-02
Atf4	154	147	121	-	1.3E-02
Bdnf	57	77	60	1.2E-02	3.6E-06
Cadm1	352	304	269	7.7E-02	4.5E-03
Camk2g	322	339	278	-	2.3E-02
Cdh10	35	34	46	-	9.0E-03
Dlg4	228	218	200	-	2.2E-02
Epha10	9	10	13	-	3.3E-02
Ephb2	11	9	15	-	8.4E-04
Gosr2	102	115	103	-	1.0E-02
Gria4	108	131	119	5.0E-02	4.5E-02
Nap1l1	210	203	177	-	3.1E-02
Nlgn2	202	205	185	-	9.4E-04
Plcg2	8	6	12	-	4.7E-04
Prkag2	161	169	147	-	5.7E-03
Prkar2b	182	153	147	1.5E-02	-
Rap2b	11	19	20	4.0E-03	-
Rasgrp1	364	286	303	8.1E-03	-
Rras	68	67	57	-	1.6E-02
Rras2	19	26	26	3.1E-02	-
Stxbp2	48	60	50	3.8E-02	3.0E-02
Syn3	28	27	37	-	4.0E-03
Syt4	235	231	197	-	1.1E-02

*Average RPKM values that significantly differ 4 days post-spinal cord injury (SCI). DESeq2 p-Value based on SCI vs. naïve or SCI vs. sham comparisons. p-values that are not listed were >0.05. Transcripts from Ingenuity Pathway Analysis (IPA) canonical pathway analysis significantly different 4 days post-SCI. DESeq2 p-value based on SCI vs. Naïve or SCI vs. Sham comparisons*.

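Stat3, Fos and Jun were abundant in naïve, sham and SCI mice, and so were most immediate early genes. Stat3, the transcription factor of interleukin-6 signalling, had 465 ± 81.4 in naïve, 374 ± 44.2 in sham and 429.9 ± 30.7 in SCI mice (mean ± SD, n = 5 per group), and 1 sham library held 451. Fos, the immediate early gene used as a mark of activity, had 439 ± 139 in naïve, 292 ± 54.3 in sham and 354 ± 16.6 in SCI mice, and Jun, its partner, had 346 ± 82.0 in naïve, 264 ± 35.4 in sham and 323 ± 18.6 in SCI mice. None of the 3 passed in limma in any comparison. Of 21 tested immediate early genes, 13 had a mean above 100 CPM, the highest being Egr1, a zinc finger factor, with 448 ± 117 in naïve, 336 ± 34.0 in sham and 404 ± 24.3 in SCI mice. Relative to other genes the list was lower in SCI than in naïve mice (camera, adjusted p = 0.00215; adjusted p = 0.508 with an estimated correlation) and in sham than in naïve mice (adjusted p = 2.6e-08; adjusted p = 0.148 with an estimated correlation). It was higher in SCI than in sham mice (adjusted p = 1.8e-04; adjusted p = 0.438 with an estimated correlation). In limma 0 of its genes passed in any comparison, adjusted over the list alone or over all genes. DESeq2 passed 5 of the 21 over all genes, lower in sham than in naïve mice, and 0 in the other comparisons. Between SCI and naïve mice the list did not pass without naïve 3, naïve 4 or SCI 5 (camera, adjusted p = 0.378, 0.0742 and 0.0707), with quantile normalization (0.39) or with depth as a term (0.138). Such genes also respond to dissociation and sorting, and no ganglion frozen before dissociation is among the libraries analysed here.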

Several transcription factors were highly expressed, including signal transducer and activator of transcription 3 (Stat3), FJB osteosarcoma oncogene (Fos), and Jun Proto-Oncogene (Jun; Supplementary Figure S4). Evidence from various models of neuropathic pain implicates these transcription factors in the development or maintenance of chronic pain (Naranjo et al., 1991; Harris, 1998; Dominguez et al., 2008; Tsuda et al., 2011; Xue et al., 2014). Stat3 inhibitors are used to treat peripheral nerve injury-induced hyperexcitability within dorsal horn neurons, pain behaviors, chronic constriction injury, and signaling of IL-6 cytokines (Dominguez et al., 2008; Tsuda et al., 2011; Xue et al., 2014). Previous studies also show that Fos links extracellular events to long-term intracellular changes (such as noxious stimuli) and have established Fos expression as a valid tool to study nociceptive changes (Naranjo et al., 1991; Harris, 1998). Jun also contributes to persistent pain phenotypes following injury (Naranjo et al., 1991). DESeq2 analysis determined additional transcription factors to be significantly altered by SCI (Supplementary Figure S5). 

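The 27 transcription factors that the study lists were all expressed above 10 CPM, and their differences between groups went both ways. Tbx3, a T-box repressor, had 24.5 ± 4.78 in naïve, 33.4 ± 11.1 in sham and 18.6 ± 3.32 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -0.77 between SCI and sham mice (SE 0.20, adjusted p = 0.897 from limma). Erf, a repressor of the Ets family, had 137 ± 23.0 in naïve, 111 ± 5.85 in sham and 141 ± 22.5 in SCI mice (0.33, SE 0.11, adjusted p = 0.897 from limma), with 1 SCI library at 180.0. Nr3c1, the glucocorticoid receptor, had 128 ± 14.1 in naïve, 132 ± 6.79 in sham and 147 ± 10.8 in SCI mice, and Creb3l1, a factor cleaved on stress of the endoplasmic reticulum, had 15.3 ± 6.19 in naïve, 16.9 ± 3.08 in sham and 11.4 ± 2.67 in SCI mice. Unadjusted, 3 of the 27 differed between SCI and naïve mice in limma (all higher) and 9 between SCI and sham mice (2 higher and 7 lower), and 0 passed over all genes tested. Adjusted over the list alone, 0 and 1 (Tbx3) passed, and the study chose these genes on the same samples, so neither count is independent evidence. Unadjusted, 14 of the 27 also differed between sham and naïve mice (7 higher and 7 lower). Camera passed the list in no comparison. Between SCI and sham mice its median was -0.26, while the test against other genes pointed up (adjusted p = 0.912).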

Interestingly, activating transcription factor-3 (Atf3), a cellular stress-inducible factor that also increases in non-injured neurons after axotomy, was present at similar levels as Atf4 in all conditions but did not differ significantly. This suggests that Atf3 may be upregulated by axonal injury during the DRG dissociation process, similar to other findings, but that the increases in Atf3 are not due to SCI itself (Tsujino et al., 2000; Huang et al., 2006; Seijffers et al., 2007).

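Atf3 and Atf4 were expressed at similar levels, and Atf3 had its highest group mean in SCI mice. Atf3, which neurons induce after axotomy (gene ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039 of GRCm38), had 119 ± 35.7 in naïve, 92.8 ± 12.1 in sham and 136 ± 26.8 in SCI mice (mean ± SD, n = 5 per group). Its log2 difference was 0.53 between SCI and sham mice (SE 0.17, adjusted p = 0.897 from limma), with an unadjusted p under 0.05. Atf4, the main factor of the integrated stress response, had 154 ± 38.1 in naïve, 121 ± 17.3 in sham and 146 ± 9.61 in SCI mice. Of other genes induced by axon injury, Sprr1a, a protein of regenerating axons, had 6.31 ± 9.63 in naïve, 17.3 ± 17.4 in sham and 28.0 ± 21.0 in SCI mice, Ecel1, an endopeptidase induced by nerve damage, 15.4 ± 11.2 in naïve, 23.0 ± 16.9 in sham and 33.2 ± 13.4 in SCI mice, and Sox11, a transcription factor of regeneration, 37.5 ± 8.20 in naïve, 44.4 ± 16.1 in sham and 53.6 ± 20.3 in SCI mice. Of the 17 tested genes of the axon injury list, 16 had a higher mean log2 value in SCI than in sham mice (median 0.30; camera, adjusted p = 8.3e-11; adjusted p = 0.0709 with an estimated correlation) and 14 than in naïve mice (median 0.30; adjusted p = 0.00397; adjusted p = 0.508 with an estimated correlation). Between sham and naïve mice the median was 0.00 and the test pointed down (adjusted p = 0.0109; adjusted p = 0.357 with an estimated correlation). By limma 0 genes of the list passed in any comparison, over all genes or adjusted over the list alone, and DESeq2 passed 1 over all genes, lower in sham than in naïve mice. The 14 genes of the integrated and endoplasmic reticulum stress response did not pass (camera, adjusted p = 0.603 against naïve and 0.0899 against sham mice). Between SCI and naïve mice the axon injury list did not pass without naïve 3, naïve 5 or SCI 3 (camera, adjusted p = 0.0579, 0.544 and 0.163), and between sham and naïve mice it did not without naïve 4 or sham 2 (adjusted p = 0.105 and 0.22), with quantile normalization (0.147) or with depth as a term (0.59). In naïve mice 1 library held 181 CPM of Atf3, above the others.

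**Figure D4:**
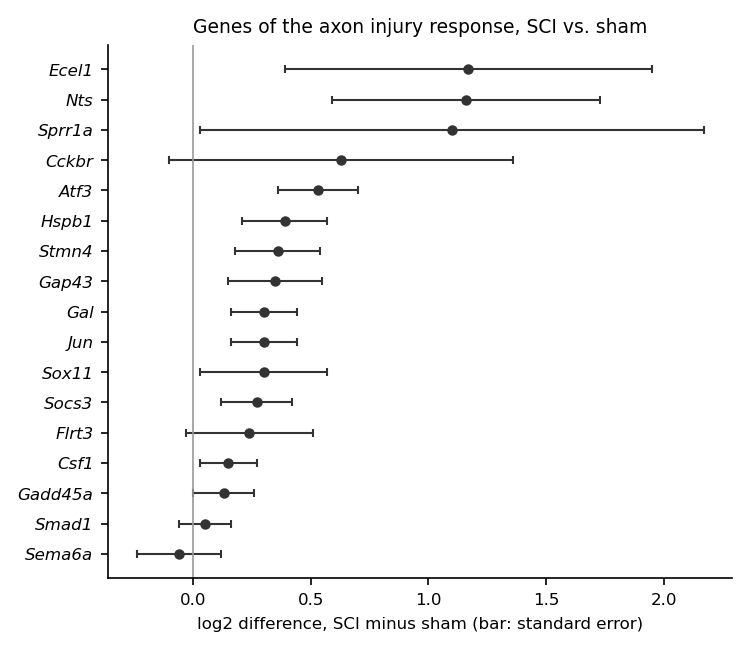
Log2 differences between SCI and sham mice (horizontal axis) of genes of the axon injury response, with the standard error, 1 gene per line. Ecel1, Nts and Sprr1a lie furthest above 0, and Sema6a lies below it.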

### Backlabeled FACS-Sorted Cutaneous Cell Transcriptome Is Distinguished by Nociceptor-Enriched Gene Patterns

To gain further insight into differentially regulated genes in our isolated population of neurons, we compared our dataset with similar studies on isolated DRGs from publicly available datasets which focused on nociceptors (expressing Na_v_1.8) or DRG collected from the same lumbar spinal level (L2–L6; Figure 6; Thakur et al., 2014; Usoskin et al., 2015; Hu et al., 2016; Megat et al., 2019). Unsupervised hierarchical clustering of the top 260 genes revealed that a large number of genes display distinct patterns of expression dependent upon the technique used: isolated neurons from all DRG by translating ribosome affinity purification (TRAP) using the Na_v_1.8^Cre^ mouse (Megat et al., 2019); single-cell isolation from L3 to L5 DRG (Hu et al., 2016); single-cell isolation from L4-L6 DRG (Usoskin et al., 2015); and magnetic cell sorting (MACS) using the Na_v_1.8 TdTomato mouse (Thakur et al., 2014; Figure 6A). We found that, while our cutaneous nociceptor-enriched population clustered most closely with the datasets of both TRAP sorted and unsorted DRG from Megat et al. (2019), our isolated population was characterized by its own unique dataset. Notably, datasets from studies analyzing single-cell transcriptomes cluster together, while studies utilizing either TRAP or MACS cluster with their own respective unsorted DRG controls, suggesting that while techniques for isolating specific cell populations can be useful, some variations in gene expression may be attributed to individual differences in cell isolation and RNA extraction methods.

**Figure 6:**
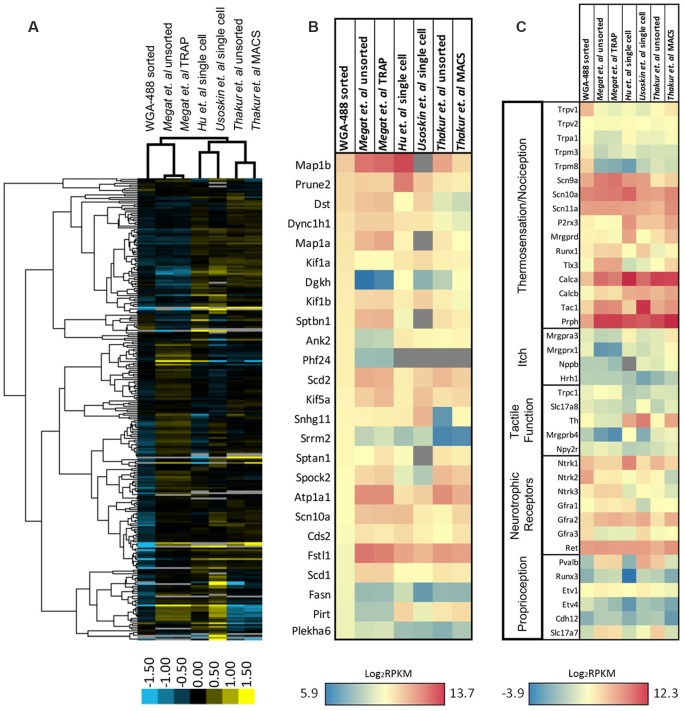
Expression profiling of differentially sorted isolated DRG. **(A)** Heatmap of the top 260 genes from sorted isolated DRG neurons in comparison to similar studies from publicly available datasets (unsorted dissociated DRG, translating ribosome affinity purification (TRAP)-sorted, single cell, or MACS-sorted dissociated DRGs). Comparisons between conditions were made by unsupervised hierarchical clustering. **(B)** Heatmap of the 25 most significantly enriched genes in our dataset in comparison to similar studies from publicly available datasets. Transcripts were graphed by the log_2_ average values within each condition. Datasets that did not express transcripts (RPKM = 0) are depicted in gray. **(C)** Heatmap of functional somatosensory mediators within the isolated cell population of interest in comparison to similar studies from publicly available datasets. Transcripts were graphed by the log_2_ average values within each condition. Datasets that did not express transcripts (RPKM = 0) are depicted in gray.

To better characterize enriched genes within our population, we graphed the expression of the 25 most significantly enriched genes in our dataset in comparison to the same datasets used for hierarchical clustering (Figure 6B). 

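The genes with the highest values in naïve mice, before division by length, encode proteins of the axonal cytoskeleton, transport and lipid synthesis. The highest was Map1b, with 1901 ± 550.4 CPM (SD, n = 5), followed by Prune2, with 1588 ± 306, and Dst, with 1578 ± 183. Kif1a, a motor that carries synaptic vesicle precursors, had 1301 ± 338. Dgkh, which phosphorylates diacylglycerol, had 1257 ± 230.5, Ank2, which links membrane proteins to spectrin, 1173 ± 127, and Phf24, a brain-enriched finger protein, 1166 ± 390.0. Srrm2, a splicing coactivator, had 1096 ± 244, Fasn, the fatty acid synthase, 821 ± 83.8, Pirt, a regulator of Trpv1, 783 ± 280.3, and Plekha6, a pleckstrin domain protein, 782 ± 167. All 7 of these genes were among the 25 with the highest mean in naïve mice, in which Scn10a ranked 19. The 25 transcripts are long, with a median exonic length of 10947 bases against 4230.5 for all genes with a mean of at least 1. Divided by exonic length, 3 of the 25 stayed among the first 25, and the ranks per kilobase were 336 for Dgkh, 1618 for Ank2, 40 for Phf24, 255 for Srrm2, 330 for Fasn, 23 for Pirt and 493 for Plekha6. Map1b ranked 102 and Dst 1282 per kilobase. In sham mice Dgkh had 975 ± 119 and Pirt 524 ± 160.2, and in SCI mice 1143 ± 174 and 641 ± 82.0. None of the 7 passed in limma in any comparison, and 1 sham library stood above its group for Dgkh (1183), Ank2 (1265), Phf24 (1137) and Pirt (807).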

While many of the genes have similarly high expression levels, several genes were unique to our isolated population, including diacylglycerol kinase (Dgkh), ankyrin 2 (Ank2), PHD finger protein 24 (Phf24), serine/arginine repetitive matrix 2 (Srrm2), fatty acid synthase (Fasn), phosphoinositide-interacting regulator of transient receptor potential channels (Pirt), and pleckstrin homology domain containing, family A member 6 (Plekha6). We also compared the expression pattern of our naïve nociceptor-enriched population to the various datasets by again examining known neuronal markers of somatosensation (Figure 6C). As predicted, all of the sorted populations exhibit relatively high expression levels of gene transcripts associated with thermosensation, nociception, or neurotrophic receptors, and comparatively low levels of genes associated with itch, tactile function, or proprioception. It is evident that our cutaneous, nociceptor-enriched population can be defined by its distinct gene expression patterns, in particular, high expression levels of the Trp family of genes listed in Figure 6C, as well as Ntrk2, Ntrk3, and Gfra3 neurotrophic receptors.

### Ingenuity Pathway Analysis (IPA) Identified Significantly Different Canonical Pathways From Cutaneous Nociceptors After SCI

Based on DESeq2 analysis, levels of several hundred transcripts in the nociceptor-enriched population were altered by SCI. We restricted IPA input lists to genes that had RPKM values greater than 10 and were statistically different (SCI vs. Naïve or SCI vs. Sham) by DESeq2 analysis (Figures 7A,B). 

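The study's thresholds are taken here as an unadjusted p under 0.05, a mean above 10 CPM and no difference between sham and naïve mice, and the paper does not state whether its p was adjusted. In limma most transcripts that met them against naïve mice were higher in SCI mice, and most that met them against sham mice were lower. The median log2 difference of all genes was 0.08 against naïve and -0.07 against sham mice, and by DESeq2 more genes were lower than higher against naïve mice (179 higher and 291 lower at an unadjusted p under 0.05). With limma 231 genes differed between SCI and naïve mice, 180 of them higher and 51 lower, and 241 between SCI and sham mice, 68 higher and 173 lower. Before the exclusion of genes that differed between sham and naïve mice the counts were 488 and 438, and the exclusion took away 257 and 197. At an unadjusted p under 0.05, 580 and 594 genes with a mean above 10 are expected by chance alone. With only the 2 groups compared in the fit, limma gave 225 and 727 genes after the exclusion. DESeq2 gave 209 and 493 genes, edgeR 243 and 490, and DESeq2 followed by removal of genes with an outlier 151 and 431. Without 1 library limma gave 166 to 309 and 117 (without SCI 3) to 486 genes (without sham 2), and library quality weights gave 424 and 1529. Without naïve 1 and naïve 4, the 2 shallowest libraries, limma gave 254 and 832 genes, and with depth as a term 460 and 344. Between sham and naïve mice the same thresholds, without the exclusion, gave 2204 genes (1703 higher and 501 lower) in limma, 250 without the 2 shallowest libraries, 255 with depth as a term and 859 to 4850 without 1 library. By DESeq2 531 genes were higher and 1287 lower there at an unadjusted p under 0.05.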

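Mrgprb5, Hal, Chrnb4, Cap2, Sez6l, Calb1, Prokr2, Rxfp1, Nxpe2 and Arap3 were all scarce, and none had a group mean above the 31.3 CPM of Sez6l in SCI mice. Mrgprb5, a Mas-related receptor, had 17.9 ± 4.65 in naïve, 9.77 ± 6.15 in sham and 4.97 ± 1.92 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -1.70 between SCI and naïve mice (SE 0.46, adjusted p = 0.898 from limma). Chrnb4, a nicotinic receptor subunit, had 16.8 ± 7.55 in naïve, 14.0 ± 8.15 in sham and 6.83 ± 5.05 in SCI mice (-1.27, SE 0.43), and Hal, the enzyme that degrades histidine, had 11.6 ± 5.23 in naïve, 9.33 ± 6.54 in sham and 4.81 ± 2.43 in SCI mice (-1.12, SE 0.53). Sez6l, a membrane protein of neurons, had 7.42 ± 4.73 in naïve, 21.4 ± 17.1 in sham and 31.3 ± 16.8 in SCI mice (2.12, SE 0.67), and Cap2, an actin regulator, had 4.76 ± 3.32 in naïve, 9.44 ± 2.86 in sham and 10.1 ± 1.98 in SCI mice (1.15, SE 0.36). Between SCI and sham mice Nxpe2, a neurexophilin-like protein, had the smallest p of these genes, with 17.7 ± 2.81 in naïve, 23.3 ± 6.01 in sham and 11.3 ± 3.16 in SCI mice (-0.98, SE 0.21, adjusted p = 0.623 from limma). Calb1 differed by -1.18 (SE 0.41) between them. Rxfp1, the relaxin receptor, had 11.2 ± 7.96 in naïve, 26.4 ± 11.6 in sham and 9.62 ± 4.01 in SCI mice (-1.33, SE 0.62), Prokr2, a prokineticin receptor, 11.4 ± 9.63 in naïve, 19.1 ± 5.83 in sham and 8.65 ± 2.09 in SCI mice (-1.04, SE 0.41), and Arap3, a regulator of small GTPases, 5.11 ± 1.71 in naïve, 10.2 ± 2.20 in sham and 4.88 ± 1.52 in SCI mice (-0.95, SE 0.25). Mrgprb5 lies on chromosome 7 of GRCm38 from 48167983 to 48169019 (ENSMUSG00000070551) and was counted with 652 reads in all libraries, and Nxpe2 with 1041. By the study's thresholds 4 genes were at least 2-fold higher and 1 was 2-fold lower in SCI than in naïve mice, and 7 were at least 2-fold lower than in sham mice, by limma. None of these passed over all genes in limma, while DESeq2 passed 0 genes of all between SCI and naïve mice and 4 between SCI and sham mice, the smallest adjusted p being 0.00402 for Skor2.

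**Figure D5:**
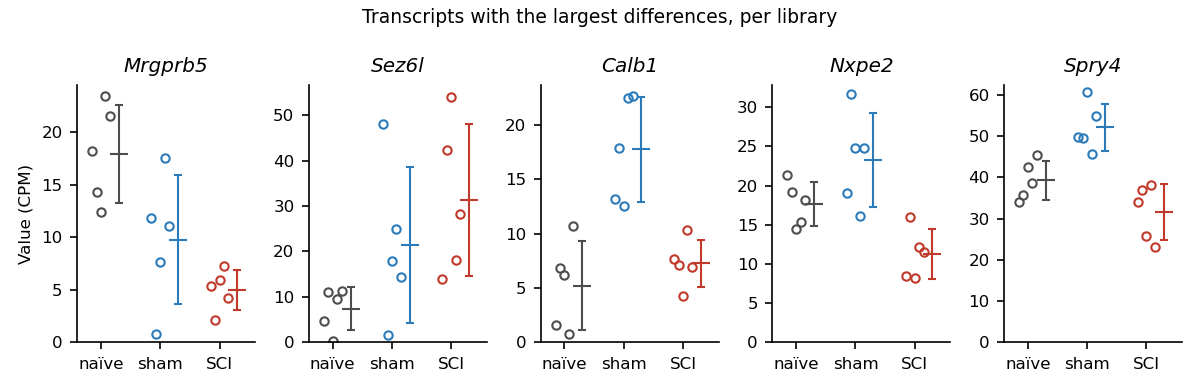
Gene values in CPM (vertical axis) of Mrgprb5, Sez6l, Calb1, Nxpe2 and Spry4 in each mouse (points), with the group mean and SD. Each gene has a vertical scale of its own.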

Transcripts that exhibited large-fold changes included Mrgprb5, Hal, Chrnb4, Cap2, Sez6l, Calb1, Prokr2, Rxfp1, Nxpe2, and Arap3 (Figures 7A,B). Despite the noticeable changes in these individual genes, they did not appear in any common significant canonical pathways. Instead, we chose to focus on smaller-fold changes that may result in the coordinated functions of many genes. IPA identified several pathways that are considered important for inflammatory processes, pain transduction, or the maintenance of chronic pain (Figure 7C). This includes calcium signaling, Cxcr4 signaling, neuropathic pain signaling in dorsal horn neurons, opioid signaling, purinergic receptor signaling and synaptic long term potentiation (Figure 7C; Julius and Basbaum, 2001; Walters, 2012, 2018). The current study focused on significant changes due to SCI pain and not due to post-surgical pain (i.e., changes between sham vs. naïve groups).

**Figure 7:**
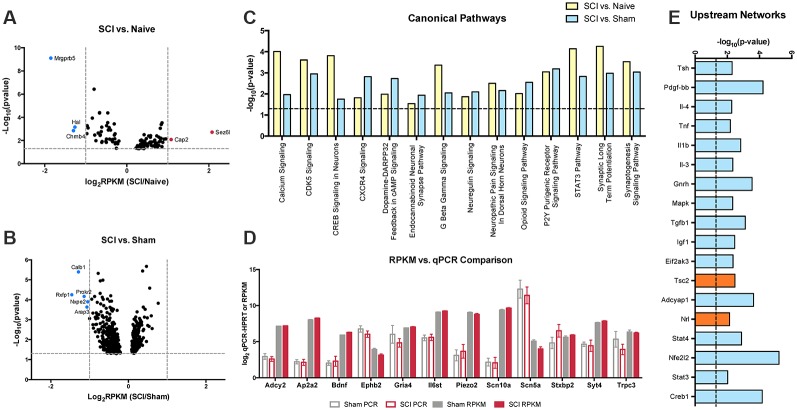
Volcano plots and upstream analysis. **(A,B)** DESeq2 significant (*p* > 0.05) genes included in IPA analysis comparing SCI vs. naïve or SCI vs. sham conditions. **(C)** Significant (*p* < 0.05) overlapping canonical pathways predicted by analyzing genes determined by DESeq2 and outlier cut-off in IPA. **(D)** Comparisons of RPKM values generated by RNAseq and log2 transcript levels (gene-Hprt) validated by qPCR between sham and injured conditions. **(E)** IPA network analysis predicted networks based on differentially expressed genes between sham and SCI conditions. Network analysis also made predictions about the activation state of the transcript regulator; positive *z*-score (blue) indicates activation, negative *z*-score (orange) indicates inhibition.

### Validation of RNASeq Data Using qPCR

We used qPCR to confirm changes in transcripts of interest from our RNAseq dataset. To validate qPCR and RNAseq comparisons, we compared qPCR or RPKM Log_2_ transcript levels of SCI and sham genes of interest (Figure 7D). SCI and sham qPCR fold change results were analogous to the RNAseq fold change dataset. 

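In the sequenced libraries the transcripts chosen for qPCR differed between groups in both directions, and none of the differences passed in limma. In DESeq2 Ap2a2, Syt4, Il6st and Scn10a were lower in sham than in naïve mice (adjusted p = 0.0486 for each). Adcy2, an adenylyl cyclase, had 120.4 ± 10.4 in naïve, 139.8 ± 5.22 in sham and 144 ± 6.55 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of 0.26 between SCI and naïve mice (SE 0.07, adjusted p = 0.898 from limma), with 1 naïve library at 102 and 1 sham library at 131. Gria4, an AMPA receptor subunit, had 108 ± 17.3 in naïve, 119 ± 5.23 in sham and 130.5 ± 12.2 in SCI mice (0.29 between SCI and naïve mice, SE 0.10). Ap2a2, an adaptor of endocytosis, had 307 ± 39.3 in naïve, 259.5 ± 26.5 in sham and 305 ± 25.4 in SCI mice (0.23 between SCI and sham mice, SE 0.10), and Syt4, a synaptotagmin, had 235 ± 33.8 in naïve, 198 ± 15.9 in sham and 231 ± 22.1 in SCI mice (0.22, SE 0.10). Kcng3, a modifier of potassium channels, had 20.1 ± 5.27 in naïve, 18.2 ± 2.98 in sham and 12.8 ± 2.40 in SCI mice, -0.59 (SE 0.20) against naïve and -0.48 (SE 0.20) against sham mice. Il6st, the signalling subunit of interleukin-6 receptors, had 668 ± 82.1 in naïve, 547 ± 34.6 in sham and 605 ± 41.2 in SCI mice, with 1 sham library at 608, and Stxbp2, a regulator of vesicle fusion, had 48.2 ± 9.80 in naïve, 50.1 ± 14.0 in sham and 60.5 ± 5.58 in SCI mice. The qPCR itself is not analysed here.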

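The synaptogenesis genes of Table 1 were expressed at a median of 119 CPM, with 11 of 25 higher and 14 lower in SCI than in naïve mice by mean log2 value, and 17 higher and 8 lower than in sham mice. Adcy1, a calcium-stimulated adenylyl cyclase, had 55.6 ± 13.9 in naïve, 83.0 ± 8.98 in sham and 45.4 ± 14.2 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -0.90 between SCI and sham mice (SE 0.19, adjusted p = 0.623 from limma). Rap2b, a small GTPase, had 11.5 ± 3.31 in naïve, 20.2 ± 1.90 in sham and 19.1 ± 3.13 in SCI mice, 0.71 (SE 0.18) between SCI and naïve and 0.80 (SE 0.18) between sham and naïve mice. Prkar2b, a regulatory subunit of protein kinase A, had 182 ± 22.3 in naïve, 147 ± 11.6 in sham and 153 ± 6.96 in SCI mice (-0.25 between SCI and naïve mice, SE 0.09), with 1 sham library at 127 and 1 SCI library at 165. Of the 25 genes, 6 were higher and 5 lower in SCI than in sham mice before adjustment, 0 over all genes tested and 1, Adcy1, adjusted over the list alone. Against naïve mice 6 were higher and 2 lower before adjustment, and 3 were higher adjusted over the list alone. Before adjustment 15 of the 25 also differed between sham and naïve mice, and the study chose the 25 on these samples, so no count is independent evidence. Between SCI and sham mice the median was 0.13 and the mean -0.03, with camera pointing up (adjusted p = 6.8e-04; adjusted p = 0.0709 with an estimated correlation). Fry's mixed test, for changes in either direction, gave an adjusted p of 0.0237 there and 0.0208 between sham and naïve mice. Of textbook synaptic lists, 26 genes of presynaptic release were lower in SCI than in naïve mice and higher than in sham mice (camera, adjusted p = 4.2e-04 and 0.00683; adjusted p = 0.508 and 0.585 with an estimated correlation), while 33 genes of synaptic adhesion did not pass (adjusted p = 0.577 and 0.765). The presynaptic list did not pass against naïve mice without naïve 1, naïve 4 or SCI 4 (camera, adjusted p = 0.0632, 0.0942 and 0.0716), nor against sham mice without SCI 5, sham 4 or sham 5 (adjusted p = 0.0844, 0.113 and 0.135). It also passed against neither group with depth as a term of the fit (camera, adjusted p = 0.739 against naïve mice and 0.862, pointing down, against sham mice). Quantile normalization gave an adjusted p of 0.563 and 0.525, and without the 2 shallowest libraries the list pointed up against naïve mice (0.458).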

We focused on the synaptogenesis pathway in particular, as it includes several genes present in overlapping canonical pathways, including changes in receptors involved in organization of excitatory signaling (Ephb) and synapses which may be involved in development of chronic pain (TrkB and BDNF). We validated receptors for significant genes in the synaptogenesis pathway, and genes considered possible contributors to pain that also showed significant differences between conditions Gabrg3, Il6st, Kcng3, Piezo2, Scn5a, Trpc3; Waxman et al., 1999; Wickenden, 2002; De Jongh et al., 2003; Devor, 2006; Eijkelkamp et al., 2013; Guptarak et al., 2013; Xia et al., 2015; Deng et al., 2018; Szczot et al., 2018). Additional targets were chosen in order to validate isolation of the correct cell population (Scn10a). Samples for qPCR were collected by backlabeling cutaneous afferents and cell sorting, consistent with samples generated for RNAseq analysis. Following cDNA synthesis, samples were subjected to gene target-specific preamplification using the same primers used for qPCR (Supplementary Figure S6). Hprt was chosen as the housekeeping gene for qPCR analysis because it was the most constant normalizer transcript from the RPKM data across all 15 mice in the present study (Klenke et al., 2016; Lima et al., 2016).

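Hprt was expressed at a moderate level, and many other genes varied less across the 15 mice. Hprt, a purine salvage enzyme (gene ENSMUSG00000025630, chromosome X from 52988137 to 53021659 of GRCm38), had 91.8 ± 21.7 in naïve, 80.5 ± 17.3 in sham and 92.5 ± 6.70 in SCI mice (mean ± SD, n = 5 per group), and 1 sham library held 111. Its coefficient of variation over the 15 mice was 0.184, which ranked 7057 among the 11581 genes with a mean above 10 CPM, where rank 1 is the least variable. The least variable genes were Slc35a5, a sugar transporter-like protein, Galt, an enzyme of galactose metabolism, and Faf2, a factor of protein degradation, and Slc35a5 had a coefficient of 0.033. Among genes often used for normalization, Tfrc ranked 2538, Tbp 2636, Rpl13a 2788, Gusb 3366, Gapdh 8794 and Actb 10900. No difference of Hprt between groups passed in limma.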

### IPA Network Analysis Revealed Several Regulatory Interrelationships After SCI

We used IPA upstream network analysis to further interpret the function of the several hundred transcripts significantly altered determined by DESeq2. This method predicted several transcriptional regulators associated with altered expression levels of downstream target genes following SCI (Figure 7E). The upstream regulator molecules graphed do not show a significant change in RNA expression in response to injury. However, these targets are activated by posttranslational modifications that can alter many of the downstream molecules within its network.

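The upstream regulators ranged from absent to abundant, and 2 of them had an unadjusted p under 0.05 between SCI and sham mice in limma. Of the 16 regulators named, 12 had a mean of at least 1 CPM and 8 a mean above 10. Igf1, insulin-like growth factor 1 (gene ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042 of GRCm38), had 1.24 ± 0.817 in naïve, 5.77 ± 4.15 in sham and 1.25 ± 0.764 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -1.46 between SCI and sham mice (SE 0.41, adjusted p = 0.897 from limma) and of 1.49 between sham and naïve mice (SE 0.41, adjusted p = 0.3). Adcyap1, the precursor of the neuropeptide PACAP, had 220.4 ± 50.5 in naïve, 184 ± 38.9 in sham and 232 ± 17.8 in SCI mice (0.36 between SCI and sham mice, SE 0.15, adjusted p = 0.897 from limma), with 1 sham library at 252. Tsc2, an inhibitor of mTOR signalling, had 205 ± 29.4 in naïve, 220.3 ± 20.6 in sham and 202 ± 14.6 in SCI mice, Nfe2l2, the regulator of antioxidant genes, 87.2 ± 7.39 in naïve, 89.7 ± 3.47 in sham and 90.1 ± 4.28 in SCI mice, and Creb1, the cAMP response factor, 76.5 ± 16.9 in naïve, 87.1 ± 19.5 in sham and 75.3 ± 12.4 in SCI mice. Il1b, a cytokine of inflammation, had 5.76 ± 8.02 in naïve, 4.08 ± 3.36 in sham and 2.52 ± 3.11 in SCI mice, and no read of Il3 was found in any library. None of the regulators passed over all genes tested. Of 13 tested cytokine and chemokine genes, 0 passed adjusted over the list alone, and camera did not pass the list (adjusted p = 0.675 between SCI and naïve and 0.433 between SCI and sham mice).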

## Discussion

SCI initiates persistent molecular changes in nociceptors, similar to inflammation in models of peripheral injury (Djouhri et al., 2001; Xie et al., 2005). Several studies of SCI pain have evaluated mechanical hypersensitivity from von Frey stimulation above and below the level of thoracic injury, in addition to testing tail withdrawal from heat stimuli (Kramer et al., 2017; Shiao and Lee-Kubli, 2018). Additional behavioral studies have demonstrated that SCI animals exhibit significant increases in mechanical and thermal hypersensitivity compared to naïve and sham animals, beginning at 1 month and persisting for several months post-injury (Carlton et al., 2009; Bedi et al., 2010). However, other studies have asserted that operant behavioral tasks, such as conditioned place preference, are required to effectively study spontaneous pain in animals with SCI (Yezierski, 2005; Davoody et al., 2011; Yang et al., 2014). The present study focused on the transition from acute to chronic pain, in the absence of early pain-related behavior, to examine transcriptional differences that occur at much earlier time points rather than a point at which chronic pain is already present. We first tested behavioral differences between naïve and sham mice to identify changes due to the laminectomy, not the SCI itself, to better determine a time point that captures the transition from acute to chronic pain following SCI. For example, removal of bone and muscle alone could trigger chronic pain-like symptoms, analogous to post-surgical pain reported in humans (Woolf, 2011). Sham surgery for SCI has also recently been reported to produce significant increases in pain-avoidance behavior in rats, which is indicative of persistent post-surgical pain (Odem et al., 2019). Surprisingly, there were no significant differences between naïve and sham mice at any time point (Figures 1A,B), suggesting that the laminectomy did not produce any locomotor differences or behavioral hypersensitivity 1–7 days post-surgery in mice. By contrast, the SCI produced clear locomotor differences (Figure 1A2).

### Injury and Inflammation in SCI

We also considered post-surgical inflammation, using cytokine ELISAs to assess changes in the spinal cord at the level of laminectomy (T8–T11). We wanted to assess changes in cytokine levels for two main reasons; first, to confirm that sham mice did not exhibit differences from naïve mice at key time points in comparison to SCI mice, and second to determine whether sham mice exhibited a prolonged inflammatory response, which could potentially be correlated to the development of chronic pain (Guptarak et al., 2013; Krames, 2014). Both pro-inflammatory cytokines TNF-α and IL-1β have been studied in neuroprotection models of SCI. IL-6 has been implicated in neurodegeneration after CNS injury, and the anti-inflammatory cytokine IL-10 exhibits neuroprotective effects (Donnelly and Popovich, 2008; Schmitz and Chew, 2008; Zhang et al., 2019). However, we did not find any significant cytokine changes between naïve and sham mice within 7 days of injury, indicating that the laminectomy did not produce a significant inflammatory response at the time points tested. As a positive control for the cytokine ELISAs (Suzuki and Kikkawa, 1969), we used the cuprizone model for multiple sclerosis. Key pathological features of the treatment include secretion of proinflammatory cytokines such as TNF-α and IL-1β (Schmitz and Chew, 2008). Consistent with previous findings, mice treated with cuprizone exhibited significant increases in TNF-α, IL-1β, and IL-10 relative to naïve mice (Figure 1C; Schmitz and Chew, 2008).

Tissue injury can also lead to prolonged functional changes and hyperalgesia that are accompanied by behavioral changes due to increased spontaneous activity of nociceptors (Carlton et al., 2009; Bedi et al., 2010; Walters, 2012). Spontaneous activity in nociceptors following SCI begins at 3 days after injury and persists for at least 8 months (Bedi et al., 2010). This increase in nociceptor activity elicits changes within the spinal dorsal horn, which receives input from these nociceptors, ultimately contributing to spontaneous pain (Dubner and Ruda, 1992; Wu et al., 2001). However, the source of hyperexcitability of nociceptors after injury is still unknown. Because spontaneous activity in nociceptors begins by 3 days post-injury, and has been correlated with the generation of persistent pain, we chose to observe transcriptomic changes immediately after this time point at 4 days post-injury (Xie et al., 2005). We intentionally excluded large sensory afferents from our experimental model, as the response to SCI by these afferents is transient and large sensory afferents have not been directly correlated with pain transduction in other models of chronic pain (Huang et al., 2006; Hu et al., 2016). We focused on an anatomically defined population of nociceptors (projecting from below the level of SCI to hairy hindpaw skin) by backlabeling from peripheral afferent terminals and sorting based on both fluorescence and size. These neurons represent ~10% of dissociated DRG tissue and have a distinct transcriptome (Thakur et al., 2014). Our approach to identifying anatomically defined small nociceptors is distinct from single-cell transcriptome isolation based on the expression of the sodium channel Scn10a (Na_v_1.8) or expression of advillin (Avil, a marker for all neural crest neurons; Lopes et al., 2017; Megat et al., 2019).

### Different DRG Neuronal Populations in SCI

Different types of sensory neurons are distinct in their responses to injury. It is likely that, even within an identified subpopulation, cells will nonetheless exhibit heterogeneity (Hu et al., 2016). Because injury does not impact all afferents in the same way, we analyzed gene expression changes within the population of nociceptors projecting to the skin below the level of injury. By focusing on small nociceptors innervating dermatomes below the level of injury, we begin to address what unique set of genes within a specific population may be contributing to the burning, stabbing, and shooting pain reported in SCI patients suffering from below-level neuropathic pain (Siddall et al., 2003). Our goal was to better understand how SCI affects molecular changes within a specific population of neurons, and how this may contribute to hypersensitivity following SCI. We focused our analysis on sensory neurons from lumbar DRGs (below the level of the SCI) projecting to the hairy hindpaw skin (Figure 2A). After confirming, we had isolated the cell population of interest (Figures 2B, 3), we used RNAseq to identify changes in gene expression. The use of RNA-Seq has clear advantages over microarrays, since RNA-Seq is not limited to a set of pre-determined transcripts, has a larger dynamic range of transcript expression, and is highly reproducible (Usoskin et al., 2015). By utilizing this technology, we were able to identify transcript changes undetectable with traditional RT-PCR or microarrays (Wang and Zylka, 2009). Our RNAseq data from naïve, sham, and injured animals display distinct patterns of somatosensory genes present in this nociceptor-enriched population. In particular, RPKM values show high levels of Scn10a (a marker for nociceptors), purinergic receptor P2rx3, Mrgprd (markers for the non-peptidergic population of nociceptors), and Calca and Calcb (neuropeptide precursors), indicating that we isolated the desired nociceptor specific cell population, and also indicating important genes within the population of sensory neurons projecting to the hairy hindpaw skin (Figures 4A–D). Multiple gene transcripts important for itch, tactile function, and proprioception all had relatively low RPKM values, indicating again that we isolated the desired target cell population, and that injury did not induce modifications in the type of stimuli nociceptors transduce (Figure 4C). 

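Piezo2 and Grik1, both abundant in these neurons, had their lowest means in SCI mice. Piezo2, the channel of light touch (gene ENSMUSG00000041482, chromosome 18 from 63010213 to 63387183 of GRCm38), had 542 ± 41.9 in naïve, 526 ± 67.8 in sham and 447 ± 74.8 in SCI mice (mean ± SD, n = 5 per group). Its log2 difference was -0.29 between SCI and naïve (SE 0.12, adjusted p = 0.898 from limma) and -0.24 between SCI and sham mice (SE 0.12, adjusted p = 0.897), with 1 sham library at 644. Grik1, a kainate receptor subunit (gene ENSMUSG00000022935, chromosome 16 from 87895900 to 88290265), had 270.3 ± 20.7 in naïve, 213 ± 29.5 in sham and 196 ± 27.8 in SCI mice, a difference of -0.47 between SCI and naïve mice (SE 0.11, adjusted p = 0.898 from limma). The other member of the piezo family, Piezo1, had a mean of 6.98 CPM. Adjusted over the family of 2, Piezo2 was lower and Piezo1 higher in SCI than in naïve mice, and over all genes tested 0. Grik1 also had the smallest DESeq2 p between sham and naïve mice, all of whose DESeq2 calls were lower in sham mice.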

Our population-level analysis revealed significant changes after SCI in a number of ion channels and receptors that are already known to play a role in pain or hypersensitivity, such as Piezo2, and transcripts involved in excitatory signaling, such as Grik1 (Figure 5C, Table 1). However, there were also many genes whose expression and functional roles in persistent pain have yet to be characterized, including Trpc4 and Ttyh1 (Figures 5A,B, Table 1).

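Trpc4 was a scarce and Ttyh1 an abundant transcript, and they differed between SCI and sham mice in opposite directions. Trpc4, a receptor-operated cation channel (gene ENSMUSG00000027748, chromosome 3 from 54156035 to 54318471 of GRCm38), had 17.9 ± 4.65 in naïve, 24.6 ± 6.41 in sham and 15.8 ± 2.58 in SCI mice (mean ± SD, n = 5 per group), a log2 difference of -0.59 between SCI and sham mice (SE 0.19, adjusted p = 0.897 from limma). Ttyh1, a membrane protein of the tweety family that glia also express (gene ENSMUSG00000030428, chromosome 7 from 4119408 to 4136708), had 389.7 ± 75.5 in naïve, 330.3 ± 34.9 in sham and 381 ± 30.5 in SCI mice, a difference of 0.21 (SE 0.12, adjusted p = 0.897 from limma). Neither difference passed over all genes tested.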

### Transcriptome Profiling in Studies of DRG

Many studies have utilized RNA-seq technology to gain insight into nociceptor transcriptomes within the DRG and how it changes relative to different pain models (Thakur et al., 2014; Usoskin et al., 2015; Hu et al., 2016; Megat et al., 2019). Although previous screens have yielded various nociceptor-specific genes, we have identified a unique pattern of gene expression within a population of nociceptors projecting to the periphery (Figure 6). By cross-comparing our dataset with similar studies, we were able to identify our cells of interest and confirm that, we obtained cell-type specificity. Notably, many of the current technologies require a transgenic mouse with a cell-type specific reporter. However, by taking advantage of the anatomical organization of the mouse, we were able to use backlabeling and FACS sorting in non-transgenic animals to isolate a nociceptor-enriched population with a low degree of contamination with other cell types. We further implemented this methodology to identify candidate genes in a specific population of neurons below the level of injury in a model of SCI to better understand the heterogeneous injury response among the many subtypes of DRG neurons.

Among these comparisons, we observed large fold changes in several genes (Figures 7A,B, highlighted in red and blue). However, instead of focusing on larger changes in a small subset of genes with individual functions, we concentrated our analysis on the interaction of many transcripts that were significantly altered after SCI and how these influenced intracellular signaling pathways (Figure 7C). Ingenuity Pathway Analysis implicated numerous pathways associated with the progression to persistent pain. We took particular interest in the synaptogenesis signaling pathway as a key player at this 4-day time point, suggesting a role for synaptic plasticity in the transition from acute to chronic pain after SCI. In addition to its relevance within our model, many of the transcripts involved in synaptic plasticity overlapped with several other pathways (Figure 7C) and had RPKM values that could be validated by qPCR (Figure 7D). Synaptogenesis is typically associated with developmental processes, including axon guidance and synapse formation (Klein, 2004; Price and Inyang, 2015). However, activation of various signaling pathways involved in synaptogenesis may also contribute to pain; for example persistent pain is supported *via* changes in synaptic signaling, neuronal plasticity, and long term potentiation, and may form memory-like networks for painful signals that allow persistent pain to occur long after the initial injury (Kobayashi et al., 2007; Khangura et al., 2019).

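Ephb2, a receptor tyrosine kinase that binds ephrin-B, was scarce and had its lowest mean in SCI mice. It had 11.0 ± 5.01 in naïve, 15.5 ± 3.71 in sham and 8.99 ± 1.99 in SCI mice (mean ± SD, n = 5 per group) and lies on chromosome 4 of GRCm38 from 136647539 to 136835988 (ENSMUSG00000028664). The log2 difference between SCI and sham mice was -0.72 (SE 0.28, adjusted p = 0.897 from limma), which did not pass. Over 770 reads in 15 libraries, 1 read stood for 0.791 CPM in the shallowest library.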

Included in the many of the genes of interest within the synaptogenesis pathway, Ephb2 was significantly down-regulated post-injury (Table 1). The gene transcript is part of the Ephrin tyrosine kinase receptor protein family that is expressed in laminae I-III of the spinal dorsal horn on small and medium-sized DRG neurons (presumably nociceptors; Bundesen et al., 2003). Ephb receptors regulate synaptic activity in the spinal cord and contribute to persistent pain associated with NMDA activity (Khangura et al., 2019). Numerous receptor tyrosine kinases localize to synapses and contribute to synaptogenesis in addition to EphB receptors, including Trk receptors (Biederer and Stagi, 2008). Ntrk2, the receptor for BDNF, was highly expressed in this cell population; commensurately, BDNF transcript levels were significantly upregulated in the injured population (Table 1). 

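Ntrk2 was among the abundant receptors in every group, and Bdnf had its highest mean in SCI mice. Ntrk2, the receptor TrkB (gene ENSMUSG00000055254, chromosome 13 from 58806569 to 59133970 of GRCm38), had 575 ± 108 in naïve, 577 ± 77.7 in sham and 549 ± 47.3 in SCI mice (mean ± SD, n = 5 per group). Bdnf, brain-derived neurotrophic factor (gene ENSMUSG00000048482, chromosome 2 from 109674700 to 109727007), had 57.3 ± 14.4 in naïve, 60.0 ± 1.96 in sham and 77.5 ± 5.34 in SCI mice. The log2 difference of Bdnf was 0.46 between SCI and naïve mice (SE 0.13, adjusted p = 0.898 from limma) and 0.36 between SCI and sham mice (SE 0.13, adjusted p = 0.897). Neither passed over all genes tested. The SCI mice held between 69.9 and 83.4 CPM of Bdnf, and the sham mice between 57.3 and 62.2.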

Camk2g transcript levels were significantly increased in the SCI population of cutaneous nociceptors as well, and recent work has shown phosphorylation of Camk2g induces Bdnf mRNA transcription (Melemedjian et al., 2013; Yan et al., 2016). This parallels increasing evidence that neuronal activity (such as increased activity or hyperexcitability) activates alternative neuronal circuits through activity-regulated genes, such as *BDNF* (Lu et al., 2009; Melemedjian et al., 2013). 

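Camk2g, a subunit of calcium/calmodulin-dependent kinase II, was abundant in all groups and had its highest mean in SCI mice. It had 322 ± 58.1 in naïve, 278 ± 41.9 in sham and 339 ± 36.9 in SCI mice (mean ± SD, n = 5 per group) and lies on chromosome 14 of GRCm38 from 20734875 to 20794088 (ENSMUSG00000021820). The log2 difference between SCI and sham mice was 0.29 (SE 0.12, adjusted p = 0.897 from limma), and it did not pass. In sham mice 1 library, at 353, lay above the others.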

Many of the genes significantly altered in the synaptogenesis pathway may function together to generate neuropathic pain (Supplementary Figure S7).

### Networks of Genes Coordinating Responses to SCI

Regulatory interrelationships predicted by the IPA program were also examined (Figure 7E). Many of these networks are related to inflammatory signaling mechanisms, suggesting a link between pro-inflammatory signaling and synaptic transmission (Alexander and Popovich, 2009; Walters, 2014; Medelin et al., 2018). Previous work has associated inflammatory mechanisms to diseases of the CNS, including multiple sclerosis, Alzheimer’s disease, and Parkinson’s disease (Medelin et al., 2018). The mechanisms through which inflammation prompts changes in synaptic transmission are not fully understood, but several of the classic pro-inflammatory cytokines (including TNF-α, IL-6, IL-1β) have been shown to contribute to a decrease in hippocampal neurogenesis, and could be playing a similar role within the spinal cord following injury (Kohman and Rhodes, 2013). Overall, pro-inflammatory conditions have been associated with increases in post-synaptic NMDA and AMPA receptors, and inhibition of GABAergic receptors (Medelin et al., 2018).

## Conclusion

Molecular changes typically reflect phenotypic characteristics, and our data show changes in gene expression 4 days after injury, suggesting that many of these genes may be responsible for the development of spontaneous activity reported elsewhere (Bedi et al., 2010; Yang et al., 2014). We recognize that RNA-Seq of batched neurons elucidated changes in gene targets in a subpopulation of cells, but averaging occurred when pooling large numbers of cells, precluding analysis at the level of the single cell (Haque et al., 2017). Further analysis at the single-cell level of cutaneous nociceptors will clarify the contributions of specific subpopulations (non-peptidergic vs. peptidergic) to chronic pain after SCI. Functional studies are also needed to analyze the roles of this specific cell population, to better understand the connectivity and plasticity of the CNS and PNS. While our results begin to address prospective gene networks that may contribute to the development of chronic pain, additional behavioral testing in conjunction with targeting of specific biological mechanisms until the chronic pain phase is necessary in order to attribute specific transcriptional changes to pain phenotypes. The DRG nociceptor preparation isolated by backlabeling with WGA-488 and FACS has many applications in molecular studies. However, it is important to note that while this methodology is beneficial in gaining knowledge of changes in gene expression at the transcriptional level, additional studies would need to be done to corroborate similar changes in protein levels. Previously mentioned isolation methods such as TRAP-seq are able to elucidate functional changes at the translational level. We have demonstrated how the cutaneous nociceptor transcriptome is altered following SCI to gain novel biological insight into disease mechanisms in a cell-type-specific approach. It is evident that the transition from acute to chronic pain occurs in distinct steps that involve numerous signaling pathways, providing a host of potential new drug targets.

## Data Availability Statement

The datasets generated during and/or analyzed during the current study are available in Gene Expression Omnibus (GEO) repository under the series record number GSE132552, all other data generated during this study are included in this published article (and its Supplementary Material).

## Ethics Statement

The animal study was reviewed and approved by University of Connecticut health Center Institutional Animal Care and Use Committee.

## Author Contributions

JY and RM designed the research. JY performed the research. JY and RM analyzed the data. JY, IM and RM wrote the article.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://bioconductor.org/packages/release/bioc/html/DESeq2.html

# Supplementary material for: Transcriptional Profiling of Non-injured Nociceptors After Spinal Cord Injury Reveals Diverse Molecular Changes
**Source:** Front Mol Neurosci. 2019 Nov 26;12:284. doi: 10.3389/fnmol.2019.00284
**Supplement:** Supplementary file 1

**Transcriptional profiling of non-injured nociceptors after spinal cord injury reveals diverse molecular changes**

Jessica R. Yasko^1^, Isaac L. Moss^2^, Richard E. Mains^1,*^

**Supplementary Figure S1**

**Supplementary Figure 1. Mobility, cytokine controls.** (A) Open field behavior (10-minute trials) conducted on naïve and sham mice 0,1,3,5 and 7 days post-surgery does not differ significantly at any time point in time spent in periphery, N=6 each. Testing done 1 day post-SCI also does not differ significantly in time spent in periphery, N=6 naïve, N=6 sham, N=4 SCI. (B) Cytokine ELISAs on spinal cord segments at the level of laminectomy (T8-T11) show no significant differences between naïve and sham mice 5 or 7 days post-surgery.

**Supplementary Figure S2**

**Supplementary Figure 2. Volcano plots, Venn diagram.** (A) Volcano plot of RNAseq transcript p-Values calculated by DESeq2 comparing SCI vs. naïve, SCI vs. sham, or (B) sham vs. naïve conditions, RPKM >10. (C) Venn diagram of statistically significant genes from the RNAseq data set determined by an overlap of DESeq2 significant genes (p<0.05) and outlier removal, with a cutoff excluding RPKM values <10.

**Supplementary Figure S3**

**Supplementary Figure 3. Ion channel heatmaps.** (A) Acid sensing ion channels (Asics), (B) calcium channels, (C) glycine receptors, and (D, E) purinergic receptors (P2Y, P2X). Expression patterns are similar across all three conditions. Despite their known relevance in pain transduction, no significant changes were observed at the 4 day time point tested. RPKM <1 were not included.

**Supplementary Figure S4**

**Supplementary Figure 4. Transcription factor heatmap.** Significant changes between SCI vs. naïve or SCI vs. sham conditions by DESeq2: Ahr, Atf4, Cpeb1, Creb3l1, Csrnp3, Drap1, Egr1, Erf, Foxn3, Irf5, Jun, Junb, Mafg, Mef2c, Meis3, Myc, Nr3c1, Nr4a1, Pbx1, Tbx3, Tet1, Zfhx3, Zfp28, Zfp30, Zfp41, Zkscan8, Zscan22. RPKM <1 were not included.

**Supplementary Figure S5**

**Supplementary Figure 5. Transcription factors.** Transcript levels that significantly differ 4 days post-SCI. DESeq2 p-Value based on SCI vs Naïve or SCI vs Sham comparisons. P-Values that are not listed were >0.05.

**Supplementary Figure S6**

**Supplementary Figure 6. Primer list.** Primers for voltage-gated channels, receptors, Trp channels, or involvement in the synaptogenesis pathway were designed for PCR products 111-143 bp in size, Tm=59.5-63.5C, validated on whole DRG tissue before preamplification. Hprt was the least variable gene based on RNAseq results, * indicates housekeeping gene.

**Supplementary Figure S7**

**Supplementary Figure 7.** Proposed model of how this signaling pathway may be contributing to the onset of chronic pain 4 days post-SCI in DRG distal to the site of injury. RNAseq data, IPA analysis, and qPCR validation suggest Ntrk2 (TrkB) signaling may play a role during the transition from acute to chronic pain at 4 days post-SCI.

How the deposited data were processed for this re-analysis (not part of the article)

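The study sequenced RNA from sorted dorsal root ganglion neurons of 15 female C57BL/6J mice aged 8 to 12 weeks, 5 naïve, 5 sham and 5 with spinal cord injury (SCI). Neurons were labeled from the hindpaw skin, taken from ganglia L2 to L6 and sorted 4 days after surgery. Each mouse gave 1 library, and no library was pooled or left out of the groups.

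Before the files were deposited, the authors aligned the single-end reads with HISAT2 to the mm10 genome and counted them per gene with HTSeq, and the signal values of each gene and library carry the name RPKM per the file headers. Within each library every value is a whole multiple of 1 step, with 0 values outside a tolerance of 1e-06, so reads per gene were recovered as whole numbers. The step does not change with gene length, so the values are reads scaled by 1 number per library and not divided by length. They are called CPM here, although the scaling number covers only part of the genes, which hold 94.9 to 95.8% of the reads of a library. The authors' group means equal the means of the 5 libraries. How duplicate reads were treated, and which annotation was used for counting, is not stated in the paper's methods as analysed here.

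The table has 54232 gene lines. Of these 27 carry a number in place of a gene name and were left out (at most 0.21% of the reads of a library). A further 97 repeat a symbol, and of repeats the line with the highest mean was used, which left 54108 symbols. Names and positions came from GENCODE release M21 (GRCm38), which holds 53067 of the symbols, with 116 more by an older name.

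Reads recovered per library numbered 1321632 to 7465583 in naïve, 2568656 to 7389487 in sham and 3000636 to 4385542 in SCI mice, with medians of 2532675, 5815348 and 3698926. A single read equals 0.791 CPM in the shallowest library and 0.1406 CPM in the deepest, so means under 1 CPM were not tested. Libraries are named here by group and replicate number, such as naïve 5.

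Group comparisons were SCI against naïve, SCI against sham and sham against naïve. By the paper's methods naïve mice shared cages and the operated mice were caged singly, so comparisons with naïve mice also compare housing. Values were put on a log2 scale with a pseudocount of 1, and the 16000 genes with a mean of at least 1 CPM were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group and moderated variances that follow the mean. The p-values were adjusted by the Benjamini-Hochberg method within each comparison at a threshold of 0.05. Genes are also given at the study's thresholds, taken here as an unadjusted p under 0.05, a mean above 10 in at least 1 of the 2 groups and, for the SCI comparisons, no such difference between sham and naïve mice. The correlation of 2 comparisons that share the naïve mice was set beside values simulated with unchanged groups. Single markers were also compared by exact permutation of the group names. The replicate numbers were not used as pairs, since the paper does not pair the mice, except in 1 alternative with the number as a block.

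In all 53 gene lists were used, and the 48 with at least 3 tested genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the 48. They cover markers of nociceptors, of peptidergic, non-peptidergic and itch neurons, of C-LTMRs and myelinated neurons, of satellite glia, Schwann cells, macrophages, neutrophils, lymphocytes, endothelial and mural cells, fibroblasts, erythrocytes and muscle. They also cover the ion channel and receptor families of the paper's Supplementary Figure S3, adenylyl cyclases, ribosomal proteins and both genomes of oxidative phosphorylation. The remaining ones are the 3 gene groups of the paper and pathways of injury, stress, immunity, synapses, metabolism and growth factors. The paper's 3 groups were chosen by the study from these same libraries. Lists other than those 3 were written from common knowledge before they were tested.

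Genes named in the text follow a rule set in advance. It names each gene the paper names in its text, Table 1, Supplementary Figure S4 or the labels of Figure 7, whose values in the paper's tables count as seen. It also names, per comparison, the 10 largest rises and 10 largest falls among genes that pass with a mean of at least 5, or otherwise up to 10 with the smallest p as values that did not pass. Per list it names the members that pass and 2 to 4 with the smallest p or highest mean, and then the 25 genes with the highest naïve mean. Genes outside it are said to be chosen after their values were seen.

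Alternatives tried were pseudocounts of 0.1 and 5, no filter, filters at a mean above 10 and 50, robust variances, quantile normalization, median-ratio rescaling, the replicate number as a block and library quality weights. Further ones removed values beyond 30% or 50% of the group mean, fitted only the 2 groups compared, left out each library in turn, and tested lists with estimated correlation or fry. Added after the values were seen were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, DESeq2 followed by removal of genes with an outlier, log2 depth as a term, fits without the 2 shallowest libraries, and rescaling to the total over all genes. All comparisons and lists were also tested on simulated data with known changes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

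The quantitative PCR, cell imaging, behaviour, pathway predictions and other published data sets of the paper were not analysed here. A few results for single genes are not reported here.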

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

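Chosen only after the result was seen were the tests of a laminectomy response, of exchanged libraries, of the link to exonic length, and both tests of the glial transcripts.

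In 258 groups of 5 mice, covering genes named in the text, reads counted and genes detected, 27 had 1 library far from the other 4, while chance marks about 1 group in 20. Sham 2, the shallowest sham library, accounts for 17 of the 27. Of the 54108 gene symbols used, after repeated symbols and those that are a number were left out, it had 18868 genes detected (other sham libraries 22774 to 24347). It held 902 CPM of Scn10a (586 to 633), 436 of Trpv1 (288 to 304), 523 of Scn11a (425 to 450), 527 of Prph (237 to 289), 326 of Calca (157 to 198) and 252 of Adcyap1 (160 to 171). It also had 633 CPM of Ret (438 to 483), 644 of Piezo2 (478 to 515), 353 of Camk2g (255 to 267), 451 of Stat3 (346 to 370), 608 of Il6st (523 to 539), 111 of Hprt (71.8 to 74.4), 1183 of Dgkh (898 to 967), 1265 of Ank2 (914 to 1000), 1137 of Phf24 (639 to 748) and 807 of Pirt (424 to 492). Naïve 4 stood apart in Atf3 (181 CPM, others 92.5 to 118) and Adcy2 (102, others 122 to 129). Sham 4 stood apart in Adcy2 (131, others 141 to 144), Kcnn3 (36.6, others 52.6 to 57.3) and Nppb (3.44, others 10.8 to 12.6), and sham 3 in Prkar2b (127, others 150 to 155). SCI 3 stood apart in Gfap (2.64, others 0.954 to 1.41) and Erf (180, others 127 to 140), and SCI 4 in Prkar2b (165, others 147 to 152) and Gng2 (181, others 202 to 207).

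More genes reached an unadjusted p under 0.05 between sham and naïve mice (2651 in limma, 1719 in edgeR, 1818 in DESeq2) than between SCI and naïve (724, 507, 470) or SCI and sham mice (623, 949, 908). The tables exclude none of the 3 explanations weighed. Depth is a candidate cause, since the sham against naïve differences of 16000 genes follow the slopes on depth inside the groups (r = 0.67). A response to the laminectomy cannot be told apart from depth, with which group shares 30.8% of its variance: 319 genes were left with depth as a term, where chance gives 800. An exchange of naïve 5 and sham 2 cannot be told apart either, with 769 genes left with depth as a term and 81.3% of variance shared with depth. Housing was not weighed: by the paper's methods naïve mice shared cages, while sham and SCI mice were caged singly. It cannot be told apart from the surgery.

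Inside the groups, the 500 genes with the most reads had lower values in deeper libraries, with a median slope of -0.16 on log2 depth. A few genes taking a larger share of the reads are argued against as the cause, since median-ratio rescaling would then bring the slope near 0 and left it at -0.30. A limit on the reads counted per position, as removal of reads with the same start leaves, stays a candidate explanation: the slope was higher in genes with more exonic sequence (Spearman rho 0.72), with a median of -0.43 in the quartile with the least and 0.05 in that with the most. No biological explanation was tested.

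Transcripts of satellite glia and Schwann cells were abundant (Mbp 432, Kcnj10 388 and Apoe 380.4 CPM) while Gfap was at most 1.54 in any group mean. Expression that rises and falls with the nociceptor markers is argued against: with depth taken out, the 24 markers varied against the 20 nociceptor markers between libraries of a group (mean correlation -0.28, below all 1000 random lists of like values). Expression by other sorted neurons, such as myelinated ones, was not tested and stays open. RNA of these glia in the samples stays a candidate source, as a hypothesis, since the markers varied together (mean correlation 0.42, above all 1000 random lists). The paper's gates for single, live, labeled cells would remove free glia and many cell aggregates, and whether glia attached to neurons passed was not tested. Of the 24 markers, Egr2 is also on the list of immediate early genes and Kcnj10 on that of potassium channels. How many of the markers neurons also express was not tested.

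Chance cannot be excluded for the counts at the study's thresholds or of lists, since at least 6 of 100 groupings of the same libraries, the real one included, gave as many. For genes that pass in limma the real count was 0 in each comparison, so all 100 are as large whatever the data, and this says nothing about chance. The highest other was 27 between SCI and naïve, 0 between SCI and sham and 7537 between sham and naïve. For the study's thresholds the real counts were 231, 241 and 2204, the highest others 2773, 1336 and 7538, and 57, 17 and 16 groupings were as large. For lists the real counts were 19, 19 and 20, the highest others 27, 22 and 24, and 19, 6 and 13 were as large. The other groupings passed a median of 15, 14 and 15 lists. Groupings that call several times the real count point to a structure of the samples, and the highest between sham and naïve mice set sham 2 with naïve 1 to 4 against naïve 5 with the other sham libraries.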

How the results depend on the processing

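Chosen only after the result was seen were the tests with edgeR, DESeq2, DESeq2 with outlier genes removed, depth as a term, fits without the 2 shallowest libraries and rescaling to the total over all genes, while the other alternatives were set before the data were examined. Where a result differs under an alternative, the cause was not tested. The median log2 difference of all genes was 0.08 for SCI against naïve, -0.07 for SCI against sham and 0.17 for sham against naïve, against 0.01, 0.01 and 0.00 with quantile normalization and 0.01, -0.00 and 0.04 with median-ratio rescaling, so directions of single genes are relative to these shifts. Limma passed 0 genes in each comparison (724, 623 and 2651 at an unadjusted p under 0.05) and edgeR 0. DESeq2 passed 0, 4 and 233. Removal of values beyond 50% of the group mean gave 47, 211 and 806 genes, beyond 30% 880, 2623 and 4532, and library quality weights 1, 3060 and 3631. Such removal lowers the spread inside the groups by construction, so a larger count under it is not evidence of a difference. Without 1 library the counts were 0 to 0, 0 to 0 and 0 to 1752 (without naïve 5). At the study's thresholds 231 genes for SCI against naïve became 451 with 30% removal, 424 with weights, 460 with depth as a term and 151 with DESeq2 and outlier genes removed, with 166 to 309 without 1 library. For SCI against sham 241 became 400 with quantile normalization, 381 and 734 with 50% and 30% removal, 1529 with weights, 727 with only 2 groups, 832 without the 2 shallowest libraries, 490 with edgeR, 493 with DESeq2 and 431 with outlier genes removed too. Without 1 library it was 117 (SCI 3) to 486 (sham 2), with 159 without sham 4 and 148 without sham 5. For sham against naïve 2204 became 1153 with quantile normalization, 4759 with 30% removal, 5137 with weights, 255 with depth as a term, 1204 with only 2 groups, 250 without the 2 shallowest libraries and 1350 with DESeq2 and outlier genes removed. Without 1 library it was 859 (naïve 4) to 4850 (naïve 5), with 994 without naïve 1, 1152 without sham 1, 4602 without sham 2, 1370 without sham 3, 1315 without sham 4 and 1180 without sham 5. Of 48 lists, camera passed 19, 19 and 20. Estimated correlation passed 2, 0 and 1, fry 0, 0 and 0, and quantile normalization 11 between sham and naïve mice. Without 1 library 13 to 21, 16 to 22 and 17 to 23 lists passed. With depth as a term 10 of 19, 10 of 19 and 5 of 20 lists passed in the same direction and 3, 6 and 8 pointed the other way, and without the 2 shallowest libraries 9, 19 and 11 did, with 7, 0 and 0 the other way. The nociceptor list pointed up for SCI against naïve without the 2 shallowest libraries (adjusted p = 0.711). With depth as a term, ribosomal proteins (3.6e-18), nuclear oxidative phosphorylation (1.7e-14) and mitochondrial mRNAs (0.0234) pointed up for sham against naïve. With the replicate number as a block, limma passed 0 genes (615, 527 and 2226 unadjusted), the study's thresholds gave 204, 205 and 1816, and 21, 19 and 21 lists passed. Among markers, Pvalb between SCI and sham (-0.04 on the log2 scale) was 0.02 with median-ratio rescaling and -0.47 to 0.50 without 1 library, with 0.14 without SCI 1, 0.50 without SCI 3, 0.21 without sham 1, 0.16 without sham 3 and 0.25 without sham 4, Gfap between SCI and sham -0.05 with 50% removal, and Trpv1 between SCI and naïve -0.14 to 0.08 without 1 library, with 0.00 without naïve 1 and 0.08 without naïve 4. Without 1 library Scn10a was 0.22 to 0.37 between SCI and sham and -0.65 to -0.38 between sham and naïve, and Trpv1 0.18 to 0.36 between SCI and sham. Without sham 2 these 3 passed (0.37, -0.62 and 0.36, each at an exact adjusted p of 0.0476). All other sham libraries were deeper than every SCI library, so the differences between SCI and sham there cannot be told apart from depth. The correlation of 0.63 between the sham and SCI differences from naïve ran from 0.51 with depth as a term to 0.77 without naïve 5, with 0.73 at a pseudocount of 0.1, and the Hprt rank of 7057 from 5032 (mean above 50) to 10012 (median-ratio rescaling). Markers aside, all 68 single-gene and 13 of 17 single-list results kept their direction under every alternative run for them. The rule for naming genes takes those with the smallest p here and those the study chose on these samples. A kept direction of such genes is therefore not independent evidence. Robust variances were not run for lists, and Pvalb had no value with 50% removal. In simulated data limma found 37.3, 35.8 and 31.3% of genes changed 1.5-fold, 64.2, 76.1 and 67.2% changed 2-fold and 92.4, 89.4 and 89.4% changed 4-fold, so small changes of single genes can be missed, and the shallowest library resolves 0.791 CPM.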

Differences from the paper's values

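Chosen only after the result was seen were the tests with edgeR, DESeq2, DESeq2 with outlier genes removed, depth as a term, without the 2 shallowest libraries and rescaled to the total over all genes. The paper gives 125 genes for SCI against naïve and 560 for SCI against sham, and the number of genes at the study's thresholds is 231 and 241 here by limma. Of the alternatives set before the data were examined, leaving out SCI 1 (166) or SCI 2 (179) brings the former within 1.5 times the paper's count, and the others do not. For the latter, quantile normalization (400), removal of values beyond 50% (381) or 30% (734) of the group mean, a fit of only the 2 groups (727) and leaving out sham 2 (486) do, and the others do not. DESeq2 with outlier genes removed, chosen after seeing the values, gives 151 for SCI against naïve and drops 11 of the 19 genes with a p under the threshold in Table 1. For SCI against sham, edgeR (490), DESeq2 (493), DESeq2 with outlier genes removed (431) and a fit without the 2 shallowest libraries (832), all chosen after seeing the values, fall within 1.5 times the paper's count and drop 13, 14, 17 and 7 of the 32 genes in Table 1.

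By more than 1 SD of the mice and over 1.5 times, means of 9 ion channels and receptors differ from the paper's Table 1, given as naïve, sham and SCI: Kcnh8 (the paper's 20, 18 and 13; here 34.2, 43.8 and 30.5), Kcnj11 (the paper's 34, 44 and 30; here 13.3, 10.9 and 6.92), Kcnk1 (the paper's 13, 11 and 7; here 27.5, 29.6 and 18.8), Kcnn3 (the paper's 21, 22 and 15; here 39.7, 50.9 and 32.2), Mrgprd (the paper's 40, 51 and 32; here 143, 95.6 and 82.3). The others are Piezo2 (the paper's 143, 96 and 82; here 542, 526 and 447), Scn3a (the paper's 542, 526 and 447; here 26.8, 34.4 and 21.8), Trpc4 (the paper's 104, 86 and 74; here 17.9, 24.6 and 15.8) and Ttyh1 (the paper's 18, 25 and 16; here 390, 330 and 381). Of the alternatives set before the data were examined, those without naïve 2, 3 or 5 bring the naïve mean of Kcnh8 (34.2, 31 and 31.5; SD 14.6, 12.1 and 12.9) and those without sham 1, 4 or 5 the sham mean of Mrgprd (86.2, 89.6 and 89.4; SD 42.7, 46.6 and 46.4) within 1 SD of the paper's, though still over 1.5 times it. The other leave-one-out means, median-ratio rescaling and removal of values beyond 50% or 30% of the group mean do not, nor does any of these for the other 25 values. No mark in Table 1 sets these genes apart, and its other values compared here do not differ by both limits, nor do those of Scn10a (817) and Trpv1 (367) in the paper's text. All 9 genes stand at or below the Kcnh8 line. In 13 of 13 ion channel lines there, the 3 values equal the rounded means here of the gene 1 line above. That test was chosen after the values were seen.

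Of genes whose Table 1 p is under the threshold, limma gives an unadjusted p under 0.05 for 16 of 19 between SCI and naïve mice and 22 of 32 between SCI and sham mice, DESeq2 for 18 and 24. The limma exceptions are Kcnk18, Scn3a and Stxbp2 against naïve mice and Gria4, Ttyh1, Atf4, Cadm1, Dlg4, Epha10, Gosr2, Nap1l1, Rras and Stxbp2 against sham mice. More of the 19 and 32 are reached by library quality weights (17 and 31), only the 2 groups (17 and 29), removal beyond 30% (18 and 25), quantile normalization against naïve (17), median-ratio rescaling against naïve (18), leaving out naïve 3 (17), leaving out sham 2 (25), and a pseudocount of 5 or no filter against sham (23 each). Of the alternatives chosen after seeing the values, edgeR reaches 18 and 27, depth as a term 18 against naïve, a fit without the 2 shallowest libraries 28 against sham and rescaling to the total over all genes 23 against sham. Leaving out naïve 4 keeps the count at 16 but reaches Kcnk18 and Scn3a, and leaving out sham 4 reaches Stxbp2. After adjustment limma passes 0 and 0, DESeq2 0 and 1, removal beyond 50% 2 and 5, removal beyond 30% 11 and 17, and weights 1 and 27. Removal lowers the spread inside the groups by construction, so its larger counts are not evidence of differences. The paper leaves out genes that differ between sham and naïve mice, while 9 of the 19 and 14 of the 32 reach an unadjusted p under 0.05 there in limma. The paper reports a difference in Ttyh1 between SCI and sham mice, where the unadjusted p is 0.108 in limma, 0.0869 in edgeR and 0.0935 in DESeq2, and under 0.05 only with library quality weights or only the 2 groups. The paper states that Atf3 did not differ, while it was higher in SCI than in sham mice by 0.53 on the log2 scale at an unadjusted p of 0.00479, although it does not pass adjustment and in DESeq2 has an unadjusted p of 0.00952 between sham and naïve mice too. It calls Hprt the most constant transcript, while it ranks 7057 of 11581 by variation here. It reports no change in the channel families of Supplementary Figure S3, while Asic3, Cacna1e, Cacna1i, Cacna1h, Cacna2d1 and P2ry1 differ between SCI and sham mice at the study's thresholds in limma and Asic3, Cacna1e and Cacna1h in DESeq2, with 0 after adjustment in either. It reports the 27 transcription factors of Supplementary Figure S4 as changed, while 2 differ between SCI and naïve and 4 between SCI and sham mice at the study's thresholds in limma and 0 and 11 in DESeq2. At an unadjusted p under 0.05 alone they are 3 and 9 in limma and 1 and 17 in DESeq2. The paper reports that the upstream regulators did not change, while Igf1 and Adcyap1 have an unadjusted p of 0.00213 and 0.0246 between SCI and sham mice in limma, and 0 pass adjustment. Igf1 has one of 0.00173 between sham and naïve mice too, and Adcyap1 one of 0.0525 between SCI and sham mice in DESeq2. All group means of Igf1 lie below 10 CPM, the study's limit. It proposes from low Gfap and Pvalb and from its somatosensory profile that satellite glia and neurons of touch and proprioception were largely absent. Since other common transcripts of such neurons were absent, it doubts that the levels of Ntrk2 and Ntrk3 come from them. Gfap and Pvalb are low here too, while 12 of 13 satellite glia markers and 15 of 18 markers of myelinated neurons have a mean above 10 CPM. So do 11581 of all 16000 genes tested. The paper calls Trpc1 low, which has group means of 54 to 59 CPM here.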

Other observations

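Chosen only after the result was seen were the tests of the lines of Table 1, with depth as a term and without the 2 shallowest libraries. Transcripts of energy metabolism and protein folding were lower in sham than in naïve mice relative to other genes. The nuclear genes of oxidative phosphorylation, with Atp5b, a subunit of ATP synthase, at 335 CPM, were lower in sham than in naïve mice (70 of 78 lower, median log2 -0.20, camera adjusted p = 2.8e-22, 0.293 with estimated correlation), higher in SCI than in sham (69 of 78 higher, median log2 0.14, camera adjusted p = 1.2e-11, 0.549 with estimated correlation) and lower in SCI than in naïve (60 of 78 lower, median log2 -0.07, camera adjusted p = 1.3e-07, 0.574 with estimated correlation). The last did not pass without naïve 1 (0.284) or naïve 4 (0.0942), and with depth as a term all 3 pointed the other way. Ribosomal protein genes were lower in SCI than in naïve mice (74 of 80 lower, median log2 -0.14, camera adjusted p = 5.5e-13, 0.508 with estimated correlation) and higher than in sham (74 of 80 higher, median log2 0.14, camera adjusted p = 7.7e-11, 0.624 with estimated correlation), both the other way with depth as a term (3.8e-04 and 6.1e-07). The mRNAs of the mitochondrial genome had these directions too (7 of 7 lower, median log2 -0.38, camera adjusted p = 3.2e-06, 0.444 with estimated correlation; 7 of 7 higher, median log2 0.29, camera adjusted p = 0.00174, 0.549 with estimated correlation, 0.0604 without sham 1), and with depth as a term the former did not pass (0.395) and the latter pointed the other way (2.7e-04). Heat shock genes, with Hsp90ab1, a cytosolic chaperone, at 738 ± 314 CPM in naïve, 453 ± 149 in sham and 534 ± 63.5 in SCI mice, were lower in sham (11 of 11 lower, median log2 -0.25, camera adjusted p = 7.7e-11, 0.119 with estimated correlation) and SCI (11 of 11 lower, median log2 -0.19, camera adjusted p = 3.2e-06, 0.444 with estimated correlation) than in naïve mice and higher in SCI than in sham (10 of 11 higher, median log2 0.14, camera adjusted p = 3.6e-04, 0.438 with estimated correlation). With depth as a term they did not pass (0.747, 0.436 and 0.853). Genes of hypoxia and glycolysis, such as Aldoa (326 CPM), were lower in sham than in naïve mice (7 of 12 lower, median log2 -0.10, camera adjusted p = 0.00271, 0.0817 with estimated correlation) and higher in SCI than in sham (8 of 12 higher, median log2 0.15, camera adjusted p = 0.00976, 0.179 with estimated correlation), with 0.236 between SCI and naïve, and did not pass with quantile normalization (0.147 and 0.0569) or with depth as a term (0.32, pointing up, and 0.977). Genes of cholesterol synthesis were lower in sham (15 of 19 lower, median log2 -0.08, camera adjusted p = 9.1e-06, 0.358 with estimated correlation) and SCI (13 of 19 lower, median log2 -0.05, camera adjusted p = 0.0243, 0.617 with estimated correlation) than in naïve mice and higher in SCI than in sham (15 of 19 higher, median log2 0.07, camera adjusted p = 0.0017, 0.624 with estimated correlation). They did not pass with quantile normalization (0.493, 0.881 and 0.275), the SCI against naïve result did not without naïve 1 (0.445, pointing up), naïve 2 (0.0549), SCI 2 (0.074), SCI 3 (0.124) or SCI 4 (0.145), and SCI against sham did not without sham 1 (0.196). They were higher in sham than in naïve mice with depth as a term (0.0227) and passed in neither other comparison (0.142, pointing up, between SCI and naïve and 0.685, pointing down, between SCI and sham). Glucocorticoid-responsive genes, such as Per1 (160.2 CPM), were lower in sham than in naïve mice (7 of 10 lower, median log2 -0.10, camera adjusted p = 0.00151, 0.162 with estimated correlation) and higher in SCI than in sham (8 of 10 higher, median log2 0.13, camera adjusted p = 0.00248, 0.319 with estimated correlation), with 0.357 between SCI and naïve, and with depth as a term neither passed (0.153 and 0.0734). Clock genes were lower in SCI than in naïve mice (11 of 16 lower, median log2 -0.10, camera adjusted p = 0.00283, 0.508 with estimated correlation; 0.221 without naïve 3), with 0.766 and 0.0525 in the other comparisons. Relative to other genes, camera pointed down between sham and naïve mice for presynaptic genes (15 of 26 lower, median log2 -0.04, camera adjusted p = 7.3e-07, 0.184 with estimated correlation) and the Table 1 synaptogenesis genes (12 of 25 lower, median log2 0.02, camera adjusted p = 0.00521, 0.0817 with estimated correlation), and neither passed with depth as a term (0.916 and 0.811). It pointed down for the Table 1 ion channels too (9 of 19 lower, median log2 0.12, camera adjusted p = 0.0231, 0.356 with estimated correlation), but they did not pass without naïve 5 (0.134) or sham 2 (0.0757).

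Transcripts of immune and endothelial cells were mostly scarce. Of 15 macrophage genes 3 had a mean above 10 CPM, with Cd74, the invariant chain of MHC class II, at 43.2, and the list did not pass (camera, adjusted p = 0.0506 between SCI and naïve, 0.304 between SCI and sham and 0.624 between sham and naïve mice). Of 8 neutrophil genes 3 were tested, the highest S100a9 at 1.97 CPM, and they were lower in sham than in naïve mice (3 of 3 lower, median log2 -0.76, camera adjusted p = 0.0313, 0.391 with estimated correlation) but not without naïve 1 (0.69) or sham 2 (0.089), with 0.17 and 0.235 in SCI against naïve and sham. Of 8 lymphocyte genes 1, Cd79a (1.49 CPM), reached a mean of 1, of 6 muscle genes 2 (Acta1 3.00 CPM), and of 5 erythrocyte genes 0 (Hba-a2 0.571). Endothelial genes, with Egfl7 at 17.8 CPM, were higher in SCI than in naïve mice (8 of 9 higher, median log2 0.45, camera adjusted p = 0.0316, 0.508 with estimated correlation), but not without naïve 2 (0.152), naïve 3 (0.127), naïve 5 (0.0876), SCI 1 (0.319) or SCI 5 (0.0707), with 0.952 against sham and 0.102 between sham and naïve. Mural cell genes (Rgs5 182 CPM; adjusted p = 0.472 between SCI and naïve, 0.411 between SCI and sham and 0.885 between sham and naïve mice) and fibroblast genes (Col1a2 346.6 CPM in naïve mice; adjusted p = 0.101 between SCI and naïve, 0.433 between SCI and sham and 0.624 between sham and naïve mice) did not pass, nor did proliferation genes (Pcna 39.4 CPM; adjusted p = 0.186 between SCI and naïve, 0.914 between SCI and sham and 0.32 between sham and naïve mice). Interferon-stimulated genes, with Stat2 at 194 CPM, were lower in SCI than in naïve mice (10 of 16 lower, median log2 -0.04, camera adjusted p = 0.0232, 0.508 with estimated correlation), but not without naïve 3 (0.114), naïve 4 (0.581), naïve 5 (0.0773), SCI 2 (0.166) or SCI 4 (0.0502), with 0.119 against sham and 0.748 between sham and naïve. MHC class I genes, with H2-D1 at 219 CPM, were lower in SCI than in sham mice (8 of 9 lower, median log2 -0.21, camera adjusted p = 0.00248, 0.438 with estimated correlation; 0.113 without sham 4) and than in naïve mice (7 of 9 lower, median log2 -0.04, camera adjusted p = 0.024, 0.508 with estimated correlation), the latter not without naïve 1 (0.0666), naïve 3 (0.123), naïve 4 (0.393), SCI 2 (0.127) or SCI 5 (0.134), with 0.624 between sham and naïve. Cytokine receptor genes (Il6st 607 CPM; adjusted p = 0.315 between SCI and naïve, 0.8 between SCI and sham and 0.359 between sham and naïve mice), opioid genes (Oprm1 56.6 CPM; adjusted p = 0.75 between SCI and naïve, 0.304 between SCI and sham and 0.613 between sham and naïve mice) and adenylyl cyclases (Adcy5 215 CPM; adjusted p = 0.991 between SCI and naïve, 0.198 between SCI and sham and 0.217 between sham and naïve mice) did not pass.

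Each ion channel line of Table 1 from Kcnh8 on may hold the values of the gene one line above it, since in 13 of 13 such lines the 3 values equal the rounded means of that gene here, while the 6 lines before and the 25 synaptogenesis genes equal their own. The p-values of the table were not tested in this way.

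The 7 genes the paper names as particular to its sorted cells may rank high because the values are not divided by gene length: after division by exonic length their median rank among naïve means was 330.

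Depth is argued against as the cause of the lower non-peptidergic list in sham than in naïve mice, whose mean log2 difference was -0.52 with depth as a term against -0.36 without, and as the cause of the higher axon injury list in SCI than in sham mice, at 0.50 against 0.43. The axon injury list did not pass there with an estimated correlation (camera, adjusted p = 0.0709). By fry neither list passed in these comparisons (adjusted p = 0.177 and 0.457).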
